# Transcriptional Network Analysis Reveals the Role of miR-223-5p During Diabetic Corneal Epithelial Regeneration

**DOI:** 10.3389/fmolb.2021.737472

**Published:** 2021-08-26

**Authors:** Yuan Zhang, Shengqian Dou, Xia Qi, Zhenzhen Zhang, Yujie Qiao, Yani Wang, Jin Xie, Hui Jiang, Bin Zhang, Qingjun Zhou, Qun Wang, Lixin Xie

**Keywords:** diabetic keratopathy, wound healing, high-throughput sequencing, miR-223-5p, *Hpgds*

## Abstract

Diabetes mellitus (DM) is a complex metabolic disorder. Long-term hyperglycemia may induce diabetic keratopathy (DK), which is mainly characterized by delayed corneal epithelial regeneration. MicroRNAs (miRNAs) have been reported to play regulatory roles during tissue regeneration. However, the molecular mechanism by which miRNAs influence epithelial regeneration in DK is largely unknown. In this study, we performed miRNA and mRNA sequencing of regenerative corneal epithelium tissue from streptozotocin-induced type 1 diabetic (T1DM) and wild-type mice to screen for differentially expressed miRNAs and mRNAs. Based on regulatory network analysis, miR-223-5p was selected for subsequent experiments and *Hpgds* was then identified as a direct target gene. MiR-223-5p downregulation significantly promoted diabetic corneal epithelial wound healing and nerve regeneration. However, the beneficial effects of miR-223-5p inhibition were abolished by an Hpgds inhibitor. Furthermore, mechanistic studies demonstrated that miR-223-5p suppression ameliorated inflammation and enhanced cell proliferation signaling in DK. Taken together, our findings revealed that the regulatory role of miR-223-5p in diabetic corneal epithelial and nerve regeneration by mediating inflammatory processes and cell proliferation signaling. And silencing miR-223-5p may contribute to the development of potential therapeutic strategies for DK.

## Introduction

Diabetes mellitus (DM), a widespread health concern and is the most common metabolic disorder. Diabetic keratopathy (DK), a major chronic complication of DM, affecting up to two-thirds of diabetic patients (Barsegian et al., 2018; Han et al., 2019). Persistent hyperglycemia can cause progressive damage of corneal structures and functions, that may lead to the loss of corneal sensitivity, basement membrane abnormality, the increase of stromal thickness, and the decrease of corneal endothelial density (Friend et al., 1982; Urban et al., 2013; Gao et al., 2016; Kumar et al., 2018). Corneal epithelium is the initial barrier between the external environment and the eye, functioning in an important defensive role (Zhu et al., 2019a). The delayed corneal re-epithelialization is a common complication of DK (Bu et al., 2019; Li et al., 2020a; Wang et al., 2020a; Li et al., 2020b). In the past few years, our group and other scholars have uncovered a set of molecules playing vital roles in diabetic corneal re-epithelialization, including phosphatase and tensin homologue (PTEN), substance P (SP), mesencephalic astrocyte-derived neurotrophic factor (MANF), leucine-rich α-2-glycoprotein-1 (LRG1), silent mating type information regulation 2 homolog 3 (SIRT3) and semaphorin (SEMA) 3C. (Yang et al., 2014; Lee et al., 2019; Hu et al., 2019b; Li et al., 2020a; Wang et al., 2020a; Li et al., 2020b). However, the pathogenesis of DK remains to be clarified, and the treatment of DK is still an ongoing clinical challenge.

To enrich the regulatory factors and underlying mechanisms involved in DK, we focused on epigenetic regulator-miRNAs. MiRNAs are endogenous single-stranded non-coding RNAs containing about 23 nucleotides, and are known to act as key post-transcriptional regulators by promoting mRNA decay or suppressing translational processes (He and Hannon, 2004; Findeiss et al., 2021). MiRNA-targeted therapeutics have reached the stage of clinical trial development, including treatment with miRNA mimics or anti-miRNAs (Rupaimoole and Slack, 2017; Kramerov et al., 2021). It was reported that microRNAs (miRNAs)-mediated regulation of gene expression are involved in the corneal re-epithelialization and nerve repair through different mechanisms (Funari et al., 2013; Gao et al., 2015; Wang et al., 2016; Hu et al., 2019a; Hu et al., 2020). MiRNA-204-5p was shown to participate in delaying epithelium cell traversal biological processes (Gao et al., 2015). In addition, miR-146a and miR-424 were reported to be upregulated in diabetic corneas and contribute to delaying wound closure in human corneal epithelial cells (Funari et al., 2013). Nonetheless, current studies have not comprehensively or fully revealed the miRNA-based regulatory networks and underlying mechanisms involved in delayed diabetic corneal epithelial regeneration.

A combination of high-throughput technologies and bioinformatic analysis could be used to efficiently screen for novel biomarkers and therapeutic targets for diseases. In the placentas of gestational diabetes mellitus (GDM) patients, 281 mRNAs and 32 miRNAs were screened out by RNA sequencing. miR-138-5p, selected from the bioinformatics analysis, was further found to play a role in the pathology of GDM (Ding et al., 2018). Further, the emerging role of miR-221-3p in diabetic skin wound healing was identified by high-throughput sequencing, animal experiments and bioinformatics analysis (Xu J. et al., 2020). In terms of DK, miR-10b was found to be upregulated in the limbus *versus* central cornea and in the diabetic *versus* normal limbus by deep sequencing analysis, and may mediate corneal epithelial homeostasis and stem cell function (Kulkarni et al., 2017).

In this study, miRNA and mRNA sequencing were simultaneously performed on samples obtained from the diabetic and normal healing corneal epithelium. After network analysis and application of stringent screening criteria, the miR-223-5p/*Hpgds* axis was identified. Further functional assays revealed that suppressing miR-223-5p could promote diabetic corneal epithelial and nerve regeneration by regulating inflammatory processes and cell proliferation signaling. Overall, this study provides significant information to improve the understanding of DK pathogenesis, and might deliver potential diagnostic biomarkers or therapeutic targets for interventions in DK.

## Materials and Methods

### Animals

C57BL/6 mice (6–8 weeks old, male) were provided by the Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). The animals were housed at the animal center of Shandong Eye Institute according to the Principles of Laboratory Animal Care. The use of animals in this study complied with the Committee guidelines of the Shandong Eye Institute and the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research. Type 1 diabetic mice (T1DM) were induced by intraperitoneal injection of low-dose streptozotocin (STZ) 50 mg/kg (Sigma-Aldrich, St. Louis, MO, United States) for 5 consecutive days as previously described (Wang et al., 2020a; Li et al., 2020b). Tail-vein blood glucose concentrations and body weight of animals were determined (*n* = 12 per group). In the current study, diabetic mice were selected after 16 weeks of final STZ injection, with a blood glucose level above 25 mmol/L. For all animal experiments, only one eye was wounded in each mouse.

### Corneal Sensitivity Measurement

Corneal sensitivity measurements were performed with a Cochet-Bonnet esthesiometer (Luneau Ophtalmologie, Chartres Cedex, France) in unanesthetized mice according to the reports (Yang et al., 2014). The experiment started from the maximally extended length (6 cm) of a nylon monofilament and was shortened by 0.5 cm each measurement until a blink response occurred. The longest filament length resulting in a positive response was considered as the corneal sensitivity threshold. Each group includes 12 eyes. The measurement was performed at least four times per eye.

### Corneal Epithelial Debridement

Mice were anesthetized by an intraperitoneal injection of 0.6% sodium pentobarbital, followed by topical application of 0.5% proparacaine. The corneal epithelium (2.5-mm in diameter) was removed with an Algerbrush II rust ring remover (Alger Co., Lago Vista, TX, United States) as described in previous studies (Li et al., 2020a; Wang et al., 2020a). To evaluate corneal wound healing, the residual corneal epithelium defects were visualized at 0, 12, 24, and 36 h after injury by staining with 0.25% fluorescein sodium and were then photographed under a slit lamp microscope. The defect area was calculated using ImageJ software.

### RNA Sequencing and Data Processing

To perform RNA sequencing, samples of regenerative corneal epithelium including the limbus and part of the regenerating central cornea from 24 corneas of 24 mice were harvested 24 h after debridement. These samples were pooled into six groups (normal mice with corneal injury groups 1–3 and diabetic mice with corneal injury groups 4–6, each group included corneal epithelium from four mice). Next, the epithelium was disrupted in TRIzol reagent (Invitrogen, United States) immediately and stored at −80°C until further experiments could be performed. The RNA obtained was run on agarose gels to measure degradation and contamination. RNA quantity and quality were also estimated using the NanoDrop ND-1000 system. Complementary DNA (cDNA) libraries were prepared using NEB Multiplex Small RNA Library Prep Set (Illumina, United States) for miRNA and KAPA Stranded RNA-Seq Library Prep Kit (Illumina, United States) for mRNA. Then, the quality of the amplified libraries was verified with a 2,100 Bioanalyzer (Agilent, United States). Sequencing of high-quality miRNA and mRNA was carried out using the Illumina NextSeq 500 (Illumina, United States) and the Illumina NovaSeq 6000 (Illumina, United States), respectively.

Screening for differentially expressed miRNAs (DEmiRNAs) and differentially expressed mRNAs (DEmRNAs) were performed on paired samples. To screen for DEmiRNAs, an edgeR analytic tool was applied. A *p*-value of <0.05, group counts per million (CPM) ≥1, and |log2 fold change (FC)| ≥0.585 were set as the cut-off criteria to identify DEmiRNA. For mRNA sequencing data, DEmRNAs were analyzed using ballgown. All mRNAs with a *p*-value of <0.05, fragments per kilo base per million mapped reads (FPKM) ≥0.5, and |log2FC| ≥0.585 were viewed as DEmRNAs. Volcano plots were developed to map the differentially expressed genes.

### Functional Annotations

Gene ontology (GO) incorporates three ontologies—molecular function (MF), cellular components (CC), and biological processes (BP) of genes. To investigate the potential functions of DEmRNAs, we conducted GO analysis based on http://www.geneontology.org. A *p*-value of <0.05 was considered statistically significant.

### Construction of miRNA/mRNA Interaction Networks

To perform a specific miRNA interactome for diabetic corneal re-epithelialization, we used an integrated stepwise prioritization method. Targetscan is a database used for miRNA target prediction. Thus, target genes were first predicted using Targetscan. Inversely correlated FC of DEmRNA and DEmiRNA of the paired samples was the criterion considered to identify regulatory pairs. We explored the predicted target genes of decreased miRNAs and increased miRNAs from upregulated mRNAs and downregulated mRNAs, respectively. Cytoscape was used to visualize the miRNA/mRNA regulatory network. Furthermore, in order to obtain more credible targets, target genes in the intersection of Targetscan with a cumulative weighted context++ score and a total context++ score <−0.3, and miRDB with a score ≥70 were retained.

### Quantitative Real-Time Polymerase Chain Reaction Analysis

Total RNA (*n* = 4 per group), including miRNA, from regenerative corneal epithelium was extracted using TRIzol reagent (Invitrogen, United States). As for miRNAs, the high quality total RNAs were used as the template to obtain cDNA utilizing M-MuLV reverse transcriptase (Epicentre, United States). For mRNAs, cDNA synthesis was carried out using the SuperScriptTM III reverse transcriptase (Invitrogen, United States). Finally, quantitative real-time polymerase chain reaction analysis (qRT-PCR) was performed in triplicate using 2 × PCR master mix (Arraystar, United States). U6 was used as the endogenous control for normalizing the expression levels of miRNAs. The expression levels of mRNAs were normalized to that of β-actin. Primer sequences are listed in Tables 1, 2.

**TABLE 1:** miRNA stem-loop primers used for qRT-PCR.

Gene	Primer sequences
miR-223-5p	RT: 5′GTC​GTA​TCC​AGT​GCG​TGT​CGT​GGA​GTC​GGC​AAT​TGC​ACT​GGA​TAC​GAC​CAA​CTC​A3′
	GSP: 5′GGG​AGT​CGT​GTA​TTT​GAC​AAG​C3′
	R: 5′GTG​CGT​GTC​GTG​GAG​TCG3′
miR-212-3p	RT: 5′GTC​GTA​TCC​AGT​GCG​TGT​CGT​GGA​GTC​GGC​AAT​TGC​ACT​GGA​TAC​GAC​TGG​CCG3′
	GSP:5′GGGGGATAACAGTCTCCAGTCA3′
	R:5′GTGCGTGTCGTGGAGTCG3′
miR-210-5p	RT: 5′GTC​GTA​TCC​AGT​GCG​TGT​CGT​GGA​GTC​GGC​AAT​TGC​ACT​GGA​TAC​GAC​CAG​TGT​GC3′
	GSP:5′GAAAAGCCACTGCCCACC3′
	R:5′GTGCGTGTCGTGGAGTCG3′
U6	RT: 5′CGC​TTC​ACG​AAT​TTG​CGT​GTC​AT3′
	F: 5′GCT​TCG​GCA​GCA​CAT​ATA​CTA​AAA​T3′
	R: 5′CGC​TTC​ACG​AAT​TTG​CGT​GTC​AT3′

RT, Primer for reverse transcription; GSP, gene-specific primer; F, forward primer; R, reverse primer.

**TABLE 2:** mRNA primers used for qRT-PCR.

Gene	Forward primer	Reverse primer
β-actin	F:5′ GTA​CCA​CCA​TGT​ACC​CAG​GC3′	R :5′AAC​GCA​GCT​CAG​TAA​CAG​TCC3′
Hpgds	F:5′TGGTGGACACGCTGGATGAC3′	R:5′AGAAGGCGAGGTGCTTGATGT3′
Hmga2	F:5′AGCAAGAGCCAACCTGTGA3′	R:5′AGGCTTCTTCTGAACGACTTG3′
Msln	F:5′TGAAGTGCCAGGGCGTGTA3′	R:5′AACCTCCCTGACTGCCTTTTC3′
CD45	F:5′GGTTGTTCTGTGCCTTGTTCAA3′	R:5′ TGG​CGA​TGA​TGT​CAT​AGA​GGA​A 3′
TNF-α	F:5′ ATG​AGA​AGT​TCC​CAA​ATG​GC′	R:5′ CTC​CAC​TTG​GTG​GTT​TGC​TA 3′
IL-6	F:5′ ACC​ACT​CCC​AAC​AGA​CCT​GTC​T 3′	R:5′ CAG​ATT​GTT​TTC​TGC​AAG​TGC​AT3′
IL-1β	F:5′ CTT​TCC​CGT​GGA​CCT​TCC​A 3′	R:5′ CTC​GGA​GCC​TGT​AGT​GCA​GTT 3′

F, forward primer; R, reverse primer.

### Subconjunctival Injection of the Antagomir and Inhibitor

Subconjunctival injection is routinely used in clinical treatment and in experimental studies of ocular diseases (Wang et al., 2020a). Anesthetized mice were injected subconjunctivally with 10 μL solution per injection. miR-223-5p antagomir (20 μmol/L) from GenePharma (Shanghai, China), miRNA antagomir negative control (NC) (20 μmol/L) from GenePharma (Shanghai, China). HQL-79 (50 μg/ml) (Cayman, 10134), and vehicle (2% methanol) were injected subconjunctivally 24 h before and 0 h after injury. At 24 h after wounding, corneas were collected for qRT-PCR, western blot and immunofluorescence staining. On the fifth day after the corneal epithelial debridement, corneas were used for corneal whole-mount staining and corneal sensitivity measurement. In the untreated normal and diabetic mice, the right eyes were untreated after injury.

### Western Blotting

At 24 h after debridement, protein samples of the wounded corneas were harvested. For each group, six corneas form six mice were collected. Samples (20 μg) were run on SDS-PAGE and then transferred to a polyvinylidene fluoride (PVDF) membrane. Membranes were blocked with 5% bovine serum albumin (BSA) at room temperature for 2 h and then incubated at 4°C overnight with the primary antibodies against hematopoietic prostaglandin D synthase (Hpgds) (Cayman, 160013), phosphorylated protein kinase B (p-AKT) (Cell Signaling Technology, 4060), AKT (Cell Signaling Technology, 4691), phosphorylated signal transducer and activator of transcription-3 (p-STAT3) (Abcam, ab76315), STAT3 (Cell Signaling Technology, 4904), and β-Actin (Affinity, AF7018), followed by incubation with horseradish peroxidase-conjugated secondary antibodies.

### Luciferase Activity Assay

Mouse *Hpgds* 3′-UTR including the putative target site for miR-223-5p was amplified by PCR and inserted into the pMIR-REPORT (RiboBio). The mutation from a site of perfect complementarity was also created. HEK293T cells were co-cultured with wild-type or mutant reporter plasmid and co-transfected with miR-223-5p mimics or negative control (NC) and cultured for 48 h. Then the luciferase activity was measured.

### Immunofluorescence Staining

Immunofluorescence staining was performed as follows (Li et al., 2020a; Li et al., 2020b). Seven-micrometer-thick frozen tissues sections were prepared and were fixed by 4% paraformaldehyde for 15 min. For p-AKT (Cell Signaling Technology, 4060) and p-STAT3 (Abcam, ab76315) staining, samples were permeabilized with 0.1% Triton X-100 for 10 min, while staining CD45 (Invitrogen, 11-0451-81) did not require this process. Next, samples were blocked with 5% BSA, incubated with antibodies, and counterstained with 4′,6-diamidino-2-phenylindole (DAPI). The staining results were observed under a fluorescence microscope (Nikon, Tokyo, Japan).

### Whole-Mount Staining of Corneal Nerves

On day 5 after the corneal epithelial debridement, corneal whole-mount staining was performed. Eyeballs were fixed in Zamboni stationary liquid for 1 hour. After that, corneas were dissected around the scleral-limbal part and fixed in Zamboni stationary liquid for another hour. Fixed corneas were blocked by Tris-buffered saline (TBS) containing 0.1% Triton X-100, 2% goat serum, and 2% BSA followed by staining with Alexa Fluor 488 conjugated neuronal class III beta-tubulin mouse monoclonal antibody (Merck Millipore, AB15708A4) overnight at 4°C. Subsequently, the corneas were washed by phosphate buffered saline (PBS) and observed under a confocal microscope (Zeiss, Germany). The overall corneal nerve fiber content was calculated as the percentage of area positive for β-tubulin III staining determined with Image J software (Di et al., 2017; Lee et al., 2019; Li et al., 2020b).

### Statistical Analysis

All the experiments were performed at least 3 times. Statistical analysis of data was performed using GraphPad Prism 7 Software (GraphPad Software, Inc., San Diego CA). Data were represented as mean ± standard error of the mean (SEM). An unpaired t-test was performed for comparing the difference between two groups. Before analysing unpaired t-test, F test was used to compare variances. If significant, Welch's test was used to verify. One-way analysis of variance (ANOVA) was used for multiple groups and, if significant, multiple comparisons were further conducted. A *p*-value of <0.05 was considered statistically significant.

## Results

### T1DM Influences General Phenotypes and Corneal Re-Epithelialization

Consistent with our previous observation, STZ-treated mice had significant diabetic corneal neuropathy and delayed corneal epithelial regeneration (Bu et al., 2019; Li et al., 2020b; Zhang et al., 2020a). After 16 weeks of STZ injection, we recorded the body weight and blood glucose levels of T1DM and control mice. Expectedly, diabetic mice had significantly less body weight and higher concentrations of blood glucose than those of age-matched control mice (Figures 1A,B). Measurement of corneal sensitivity is commonly used for evaluating corneal nerve function (Yang et al., 2014; Wang et al., 2020a) and the results indicated that diabetic mice had lower corneal sensitivity (Figure 1C). Fluorescein staining further showed that the corneal epithelial healing rate exhibited a significant difference at 12, 24, and 36 h after corneal epithelium scrape. Notably, diabetic mice presented clearly delayed corneal epithelial regeneration (Figures 1D,E). Taken together, our results confirmed that STZ-treated mice possessed characteristics of DK similar to those of diabetic patients. Thus, we obtained samples from T1DM mouse model with corneal epithelial debridement to perform subsequent RNA sequencing.

**FIGURE 1:**
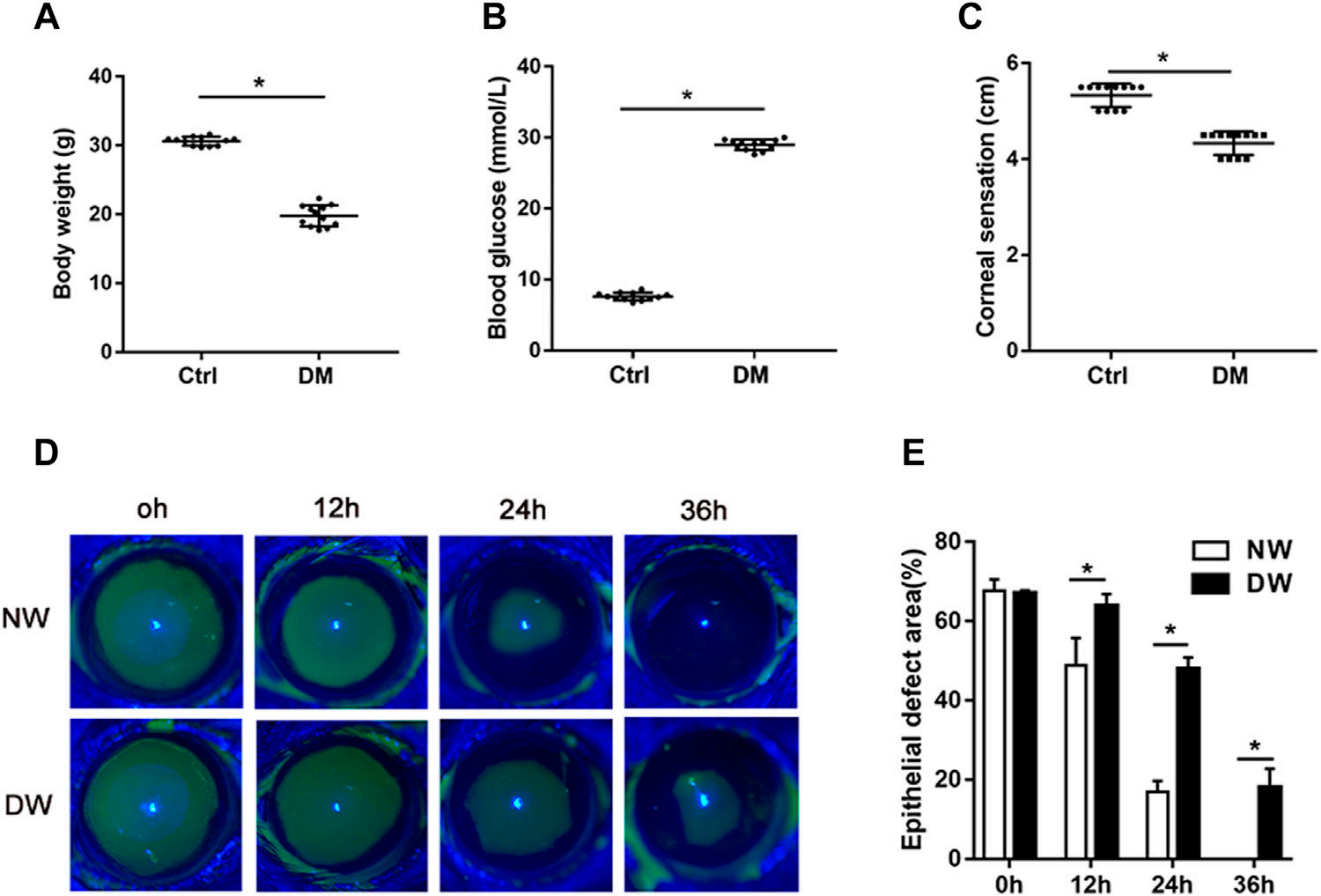
T1DM animal model and general phenotypes. **(A)** The body weight, **(B)** blood glucose levels, and **(C)** corneal sensation levels of normal (Ctrl) and diabetic (DM) mice. **(D)** Fluorescence staining assay was used to record the wound healing process of normal mice with corneal epithelial injury (NW group) and diabetic mice with corneal epithelial injury (DW group). **(E)** The epithelial defect areas were calculated by Image J software. Data were analyzed by unpaired t-test. * *p*-value of <0.05.

### RNA Sequencing Identified DEmiRNAs and DEmRNAs in Repaired Corneal Epithelium

In order to investigate the potential miRNAs and mRNAs involved in delayed diabetic corneal epithelial regeneration, we conducted the next-generation sequencing (NGS) on corneal epithelium from control and STZ-treated mice 24 h after epithelial debridement. 

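Corneal epithelium was scraped in normal mice and in mice made diabetic with streptozotocin (STZ), a toxin of the insulin-producing beta cells. Epithelium was collected 24 h later and held the limbus as well as some of the healing central cornea. The paper reports delayed closure of the wound in diabetic mice, also at 24 h. Diabetes and the stage of healing were therefore not separated in these pools. STZ was given at 50 mg/kg for 5 days, and the mice were used 16 weeks afterwards. The epithelium of 4 mice was pooled for each library, which gave 3 normal wounded and 3 diabetic wounded pools from 24 mice. The deposited values for the miRNAs were raw read counts that the authors had assigned to mature miRNAs, with no normalization. The submitters' processing notes name FastQC, cutadapt, Bowtie and edgeR and the mouse genome build GRCm38, without versions. The mRNA sequencing was not examined here.
Each library held 4175530 to 6404512 miRNA reads, and 636 of 666 mature miRNAs had at least 1 read. A few miRNAs made up most of the epithelial reads. miR-184-3p, a miRNA typical of corneal epithelium, took 27.2% to 41.3% of the counts of a library, and the 10 most abundant miRNAs together took 73.1% to 78.1%. Between the diabetic and the normal pools none of these 10 miRNAs passed the paper's cut-offs with all 6 libraries, while miR-184-3p did without normal replicate 2 (0.59) and without diabetic replicate 1 (0.63). Their log2 fold changes ran from -0.19 for let-7i-5p to 0.45 for miR-184-3p, with miR-26a-5p at 0.39, miR-205-5p at 0.08, let-7g-5p at -0.12 and miR-148a-3p at -0.01. A miRNA without a read in a library could still have been present at up to 0.468 to 0.718 CPM of the raw library total, the level of 3 reads, which covers counting error only. The other CPM values were normalized by TMM, and standard deviations are between pools.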

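In regenerating epithelium of diabetic mice, 40 miRNAs rose and 30 fell against normal mice at an unadjusted p under 0.05 and a log2 fold change of at least 0.585 in size, the cut-offs of the paper. These calls came from 496 miRNAs with a mean of at least 1 CPM in at least 1 group. At a Benjamini-Hochberg adjusted p under 0.05 from edgeR's quasi-likelihood test, 18 miRNAs rose and 13 fell. miR-224-5p, which lies in an intron of Gabre on the X chromosome, rose from 21.1 ± 1.28 to 40.8 ± 9.21 CPM (SD, n = 3 pools each), a log2 fold change of 0.95 (standard error 0.20, adjusted p = 0.0394 from edgeR). miR-1843b-3p, miR-676-3p and miR-181a-2-3p rose as well, by log2 fold changes of 0.95, 0.81 and 0.78, as did miR-5099 by 0.78 (0.54 without diabetic replicate 3, where it no longer passed). miR-3068-5p fell from 10.2 ± 0.935 to 5.18 ± 1.31 CPM (SD, n = 3). miR-425-3p, miR-16-1-3p and miR-32-5p fell too, with log2 fold changes of -0.78, -0.68 and -0.67, and miR-16-1-3p no longer passed without normal replicate 2 (-0.57).
The miR-322-450 cluster on the X chromosome holds miR-322-5p, which is known to restrain the cell cycle. Of its 11 measured members, 3 fell, none rose and 8 did not pass (3 fell when adjusted over the list alone). miR-322-5p fell from 53.6 ± 5.78 to 28.2 ± 4.73 CPM (SD, n = 3 pools), a log2 fold change of -0.93 (standard error 0.18, adjusted p = 0.0379 from edgeR). Its neighbors miR-450b-5p and miR-450a-5p had log2 fold changes of -1.17 and -0.70, the latter lost without normal replicate 3 (-0.51), and the abundant miR-322-3p and miR-351-5p stood at -0.40 (standard error 0.15) and 0.13 (standard error 0.17). Of 7 miRNAs encoded in the HOX gene clusters, 4 rose, none fell and 3 did not pass (3 rose when adjusted over the list alone). Those that rose were miR-615-3p, miR-196a-5p and both arms of miR-10a, of which the former pair came under the CPM limit of the test without diabetic replicate 2 and the latter lost their calls without diabetic replicate 1 (0.50 for miR-10a-5p and 0.82 for miR-10a-3p). The lists of the HOX and miR-322-450 clusters were fixed after the paper's table of changed miRNAs had been read, and that table holds all of their called members, so these counts are not independent evidence. Of 13 miRNAs of corneal and stratified epithelium, miR-141-3p fell, none rose and 12 did not pass (1 rose and 4 fell when adjusted over the list alone). The call of miR-141-3p (-0.61) was lost without a filter (-0.55), with filterByExpr (-0.57) and without normal replicate 2 (-0.57), normal replicate 3 (-0.51) or diabetic replicate 3 (-0.53). Of 9 leukocyte miRNAs, 2 rose, which were the arms of miR-223, and 7 did not pass (none when adjusted over the list alone). Of 5 erythroid miRNAs, miR-451a fell, with a log2 fold change of -1.27 (standard error 0.37), and 4 did not pass (1 fell when adjusted over the list alone), with miR-486b-5p at -0.40 (standard error 0.27). miR-451a stood at 137 and 194 CPM in normal replicates 1 and 2 and at 48.7 to 56.4 CPM in the other 4 pools, and without normal replicate 2 its log2 fold change was -0.78. For a common direction edgeR's fry gave adjusted p values of 0.173 for the miR-322-450 cluster, 0.131 for the HOX miRNAs, 0.617 for the epithelial, 0.711 for the leukocyte and 0.602 for the erythroid miRNAs and passed for none of these lists. For a change in either direction it gave 0.0236 for the miR-322-450 cluster and 0.0119 for the epithelial miRNAs, while the HOX (0.107), leukocyte (0.246) and erythroid (0.246) miRNAs did not pass. This test was read after the results had been seen, and both lists that passed lost it under total counts, with the replicate block and without normal replicate 1, 2 or 3, the miR-322-450 cluster also without diabetic replicate 2.
Among all called miRNAs, the diabetic and normal pools did not overlap for 59 of 70, against 163 of the 496 tested (32.9%, where chance gives 10% for any 1 miRNA). The 496 share the same 6 pools and can move together, so how far their share can exceed 10% by chance is not known here. The 70 were selected from these same pools and are among the 496, so their larger share follows at least in part from the selection. The balance of directions depended on the scaling, the filter and the libraries, with 58 miRNAs higher and 25 lower without a filter, 60 higher and 24 lower without normal replicate 3, 32 higher and 44 lower under upper quartile factors and 23 higher and 47 lower under total counts, which moved the median log2 fold change of all miRNAs from -0.01 to -0.16. No miRNA passed an adjusted p of 0.05 in edgeR under total counts, without normal replicate 1 or without diabetic replicate 3, where 115, 84 and 81 had an unadjusted p under 0.05, while 46 passed it in DESeq2 with all pools.

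**Figure D1:**
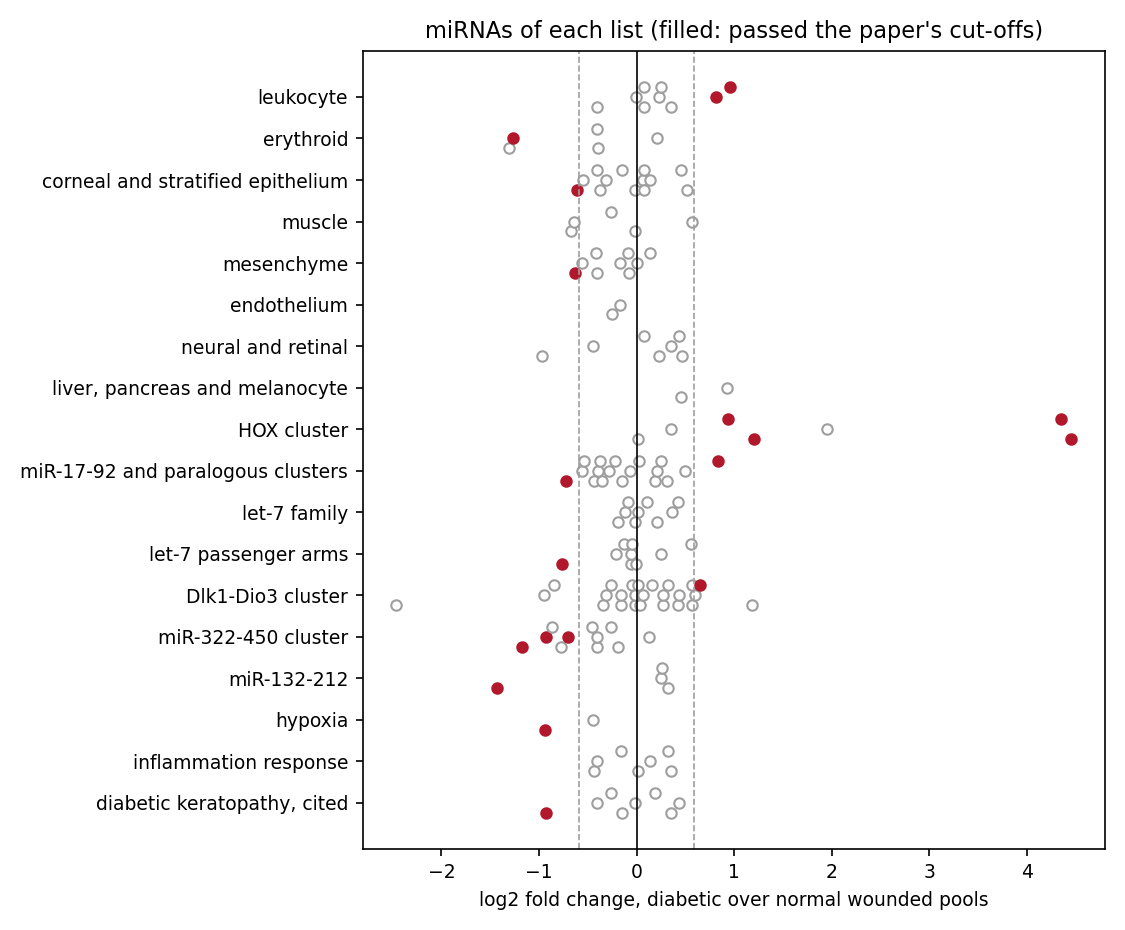
Log2 fold change of each measured miRNA of the lists, diabetic over normal wounded pools, as 1 point per miRNA. Filled points passed the paper's cut-offs and open points did not, and dashed lines mark 0.585 in either direction. The 4 filled points of the HOX cluster lie on the right and the 3 of the miR-322-450 cluster on the left.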

Based on the above cut-off criteria, a total of 77 DEmiRNAs (Supplementary Table S1) and 186 DEmRNAs (Supplementary Table S2) were screened (Figures 2A,B). Some differentially expressed genes were related to complications caused by diabetes. Of the top five up-regulated (miR-615-3p, miR-196a-5p, miR-3095-3p, miR-483-3p, and miR-1946a) and down-regulated (miR-770-3p, miR-138-1-3p, miR-138-5p, miR-1983, and miR-212-3p) miRNAs, some have been described in disorders related to DM. 

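miR-615-3p and miR-196a-5p were nearly absent from the normal wounded pools, with 1 read each over the 3 pools taken together, and had 27 and 25 reads in the diabetic wounded pools taken together. Scaled to library size, these are ratios of 29.2 (95% exact interval 4.81 to 1195) and 27.0 (4.42 to 1110), with intervals that cover counting error only and not the spread between pools. On chromosome 15 of GRCm38, miR-615 lies from 103014910 to 103015001. miR-196a-2, the precursor of miR-196a-5p whose line was used, lies from 102973350 to 102973434. The annotation places both precursors in an intron of Hoxc5, which does not show that the reads of miR-196a-5p came from this place. Diabetic replicate 2 held 22 of the 27 reads and 20 of the 25. Without it each miRNA had 5 reads against 1, a ratio of 7.74 (0.866 to 366).
miR-483-3p, which is encoded within Igf2, rose from 0.425 ± 0.0481 to 1.57 ± 0.383 CPM (SD, n = 3 pools each), a log2 fold change of 1.83 (standard error 0.58, adjusted p = 0.0750 from edgeR). Its normal mean lies under the level of 3 reads in a normal pool, 0.483 to 0.718 CPM of the raw totals. That mean therefore carries a large counting error despite its small SD. miR-3095-3p and miR-1946a rose with log2 fold changes of 2.01 (standard error 0.76) and 1.61 (standard error 0.50). Among the miRNAs lower in diabetic mice, miR-1983, on chromosome 13 from 21896918 to 21897049, fell from 15.3 ± 3.42 to 4.95 ± 1.72 CPM (SD, n = 3), a log2 fold change of -1.61 (standard error 0.28, adjusted p = 0.0356 from edgeR). miR-138-5p had 11 to 18 reads in a normal pool and 4 in each diabetic pool, a log2 fold change of -1.66 (standard error 0.44, adjusted p = 0.0465 from edgeR). miR-138-1-3p, from the precursor on chromosome 9 at 122682876 to 122682974, had 17 reads in the normal and 3 in the diabetic pools, all 3 in diabetic replicate 2, a ratio of 0.191 (0.0358 to 0.660). miR-770-3p had 19 reads against 3, a ratio of 0.171 (0.0324 to 0.580), and of the 19 reads 16 came from normal replicate 3, and its adjusted p was 0.232 in edgeR.
Of these 10 miRNAs, 5 rose, 4 fell and miR-770-3p did not pass the paper's cut-offs, and miR-1983 and miR-138-5p passed an adjusted p of 0.05. The paper picked the 10 miRNAs from these libraries, 5 in each direction, so their directions are not independent evidence. A list made in this way could hardly pass a test for a common direction (adjusted p = 0.739 from edgeR's fry), so that value says nothing about them. miR-1946a no longer passed the paper's cut-offs without diabetic replicate 3 (1.16), miR-3095-3p without normal replicate 1 (1.66, against 2.74 without normal replicate 2, where it passed) or in DESeq2 (2.07), and miR-138-1-3p in DESeq2 (-2.36) or without normal replicate 2 (-2.29), diabetic replicate 1 (-1.74) or diabetic replicate 3 (-1.66), while without diabetic replicate 2 the fitted value of miR-138-1-3p was -5.53 against no reads, and miR-3095-3p without diabetic replicate 3 and miR-138-1-3p without normal replicate 3 came under the CPM limit of the test.

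**Figure D2:**
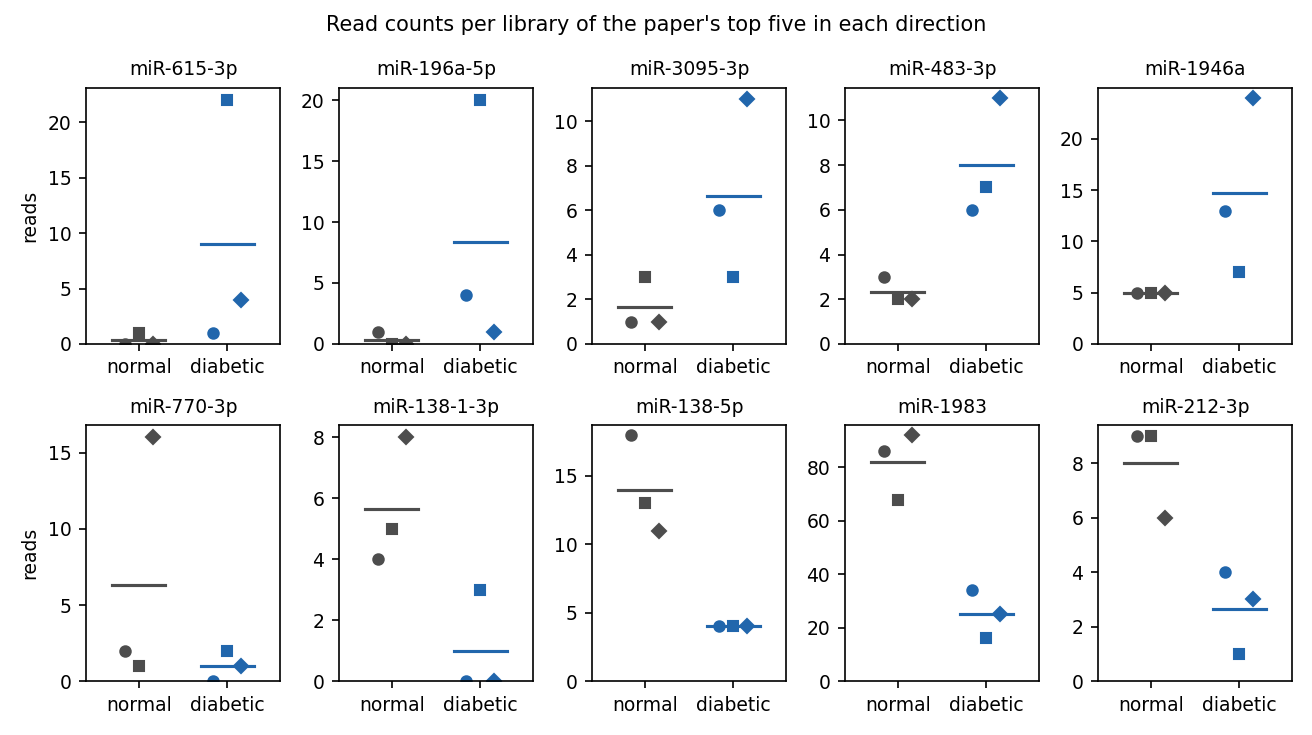
Raw reads of each of the 10 miRNAs in the 3 normal wounded pools (gray) and 3 diabetic wounded pools (blue), with a horizontal line at the group mean. Circles, squares and diamonds are replicates 1, 2 and 3, and diabetic replicate 2 stands at 22 reads for miR-615-3p and 20 for miR-196a-5p.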

The expression of miR-615 is increased in wounds of diabetic db/db mice and in plasma and skin of patients with DM (Icli et al., 2019). Increased urinary miR-196a might be a prognostic marker of renal fibrosis in patients with diabetic nephropathy (An et al., 2020). An enhanced expression of miR-483-3p in cultured cardiomyocytes under high glucose condition was identified and miR-483-3p may play a pro-apoptotic role (Qiao et al., 2016). Conversely, decreased expression of miR-138 was shown to be associated with obese patients with type 2 diabetes (Pescador et al., 2013). In addition, miR-23b-3p, miR-125b-3p, miR-25-3p, miR-204-5p, miR-10b-5p, and let-7c-5p were also reported to aberrantly expressed in DK (Gao et al., 2015; Kulkarni et al., 2017; Leszczynska et al., 2018). Interestingly, we observed that their clustered and homologous miRNAs (miR-23a-5p, miR-125a-5p, miR-25-5p, miR-204-3p, miR-10a, and let-7days-3p) showed similar alterations in the present study.

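Of the 7 clustered and homologous miRNAs, 6 rose in regenerating epithelium of diabetic mice. miR-125a-5p, on chromosome 17 of GRCm38 from 17830812 to 17830879 in an exon of Spaca6, rose from 3026 ± 188 to 5155 ± 979 CPM (SD, n = 3 pools each), a log2 fold change of 0.77 (standard error 0.14, adjusted p = 0.0356 from edgeR). miR-204-3p, encoded in an intron of Trpm3, rose from 67.8 ± 6.58 to 129 ± 51.4 CPM, and miR-25-5p, encoded within Mcm7, rose from 16.7 ± 1.80 to 29.7 ± 6.58 CPM (SD, n = 3). miR-23a-5p had a log2 fold change of 1.15 (standard error 0.38), and miR-10a-5p and miR-10a-3p had 0.93 (standard error 0.26) and 1.21 (standard error 0.51). let-7d-3p, at 292 ± 11.8 and 429 ± 64.5 CPM (SD, n = 3), had a log2 fold change of 0.56 (standard error 0.14, adjusted p = 0.0461 from edgeR), just under the fold change limit of the paper.
None of the 7 fell and let-7d-3p did not pass the paper's cut-offs, while 4 passed an adjusted p of 0.05 (all 7 when adjusted over the list alone). The paper picked them from the miRNAs changed in these libraries, so their common direction is not independent evidence (adjusted p = 0.0616 from edgeR's fry). Of 8 measured miRNAs that the paper cites from earlier work on diabetic keratopathy, counting miR-322-5p as the mouse counterpart of miR-424, miR-322-5p fell, none rose and 7 did not pass (1 fell when adjusted over the list alone, and fry gave an adjusted p of 0.363). miR-204-5p had a log2 fold change of 0.44 (standard error 0.16), miR-10b-5p of 0.35 (standard error 0.26) and miR-25-3p of 0.18 (standard error 0.13). miR-146a-5p stood at -0.40 (standard error 0.18), miR-23b-3p at -0.26 (standard error 0.11), miR-125b-1-3p at -0.15 (standard error 0.16) and let-7c-5p at -0.01 (standard error 0.13). Of these, miR-204-5p (0.61) and miR-146a-5p (-0.64) passed the paper's cut-offs without diabetic replicate 1, and miR-10b-5p (0.69) without normal replicate 2.
Without diabetic replicate 3 the log2 fold changes of miR-204-3p (0.56) and miR-23a-5p (0.97) no longer passed the paper's cut-offs, and without diabetic replicate 1 those of miR-10a-5p (0.50) and miR-10a-3p (0.82). miR-10a-3p, with 4 to 17 reads in a pool, was also lost in DESeq2 (1.22), under total counts (1.08) and without normal replicate 1 (0.94) or 2 (1.22).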

**FIGURE 2:**
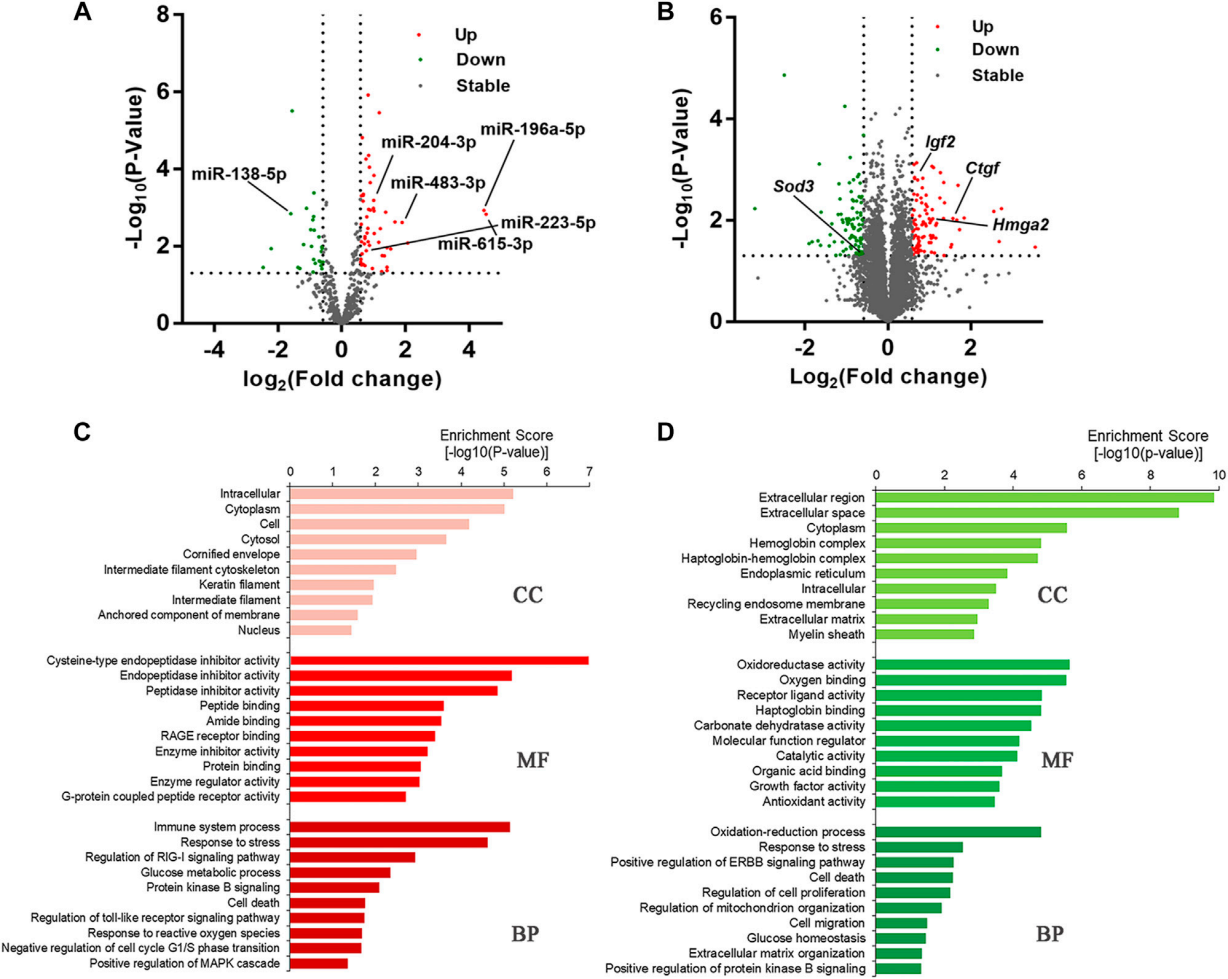
T1DM alters the transcriptome composition of regenerative corneal epithelium. **(A)** DEmiRNAs and **(B)** DEmRNAs are illustrated by volcano plots. **(C)** Gene Ontology (GO) enrichment analysis revealed the cellular component (CC), biological processes (BP) and molecular functions (MF) in which upregulated DEmRNAs and **(D)** downregulated DEmRNAs are significantly enriched.

Among the DEmRNAs, *Ctgf*, *Hmga2,* and *Igf2* were previously reported to have close interactions with disorders caused by chronic hyperglycemia (Sireesha et al., 2009; Zhu et al., 2019b; Huang et al., 2020). As a member of the antioxidant defense system, *SOD3* has been noted to be downregulated in the serum and urine of patients with diabetes (Kuo et al., 2019). Moreover, we also identified some new genes associated with DK, such as *Fkbp5*, *Fbxo,* and *Cdkn2a*, which could provide new targets for further research. Functional enrichment analysis was carried out to make a thorough investigation for the function of the DEmRNAs (Figures 2C,D). At the BP level, DEmRNAs were identified that participate in regulating immune system processes, the toll-like receptor signaling pathway, MAPK cascade, oxidation-reduction process, cell proliferation, and cell death processes. These results indicated that the DEmRNAs were closely linked with diabetes-related biological processes.

### Potential miRNA/mRNA Pairs Were Selected Through Target Prediction and qRT-PCR

To further investigate the regulatory functions of miRNAs during delayed diabetic corneal re-epithelialization. We used queried established databases to screen miRNA/mRNA pairs. TargetScan is a common software which was widely used for predicting the biological targets of miRNAs. As an initial step, miRNA/mRNA regulatory networks were constructed by means of TargetScan, which included 555 miRNA-mRNA regulatory pairs. Of these, 65 miRNAs targeted 135 mRNAs (Figure 3A). Furthermore, to reduce the probability of false positive results, we combined TargetScan and miRDB to conduct target prediction and selected credible target genes by scores. The results identified nine mRNAs and 12 miRNAs, resulting in 13 miRNA/mRNA interacting pairs (connecting through black straight lines in Figure 3A). These miRNA/mRNA pairs are also emphasized in Table 3.

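Of the 12 miRNAs in Table 3, 8 rose in regenerating epithelium of diabetic mice, 2 fell and 2 did not pass the paper's cut-offs. miR-222-3p and miR-221-3p, neighbors on the X chromosome of GRCm38 (19146893 to 19146971 and 19146294 to 19146388) that are known to target the cell cycle inhibitor Cdkn1b, both rose. miR-222-3p went from 654 ± 176 to 1416 ± 358 CPM (SD, n = 3 pools each), a log2 fold change of 1.11 (standard error 0.21, adjusted p = 0.0356 from edgeR). miR-221-3p went from 884 ± 217 to 1349 ± 52.2 CPM, a log2 fold change of 0.61 (standard error 0.16, adjusted p = 0.0465 from edgeR). miR-128-3p rose from 326 ± 63.4 to 578 ± 162 CPM and miR-1198-5p from 120.4 ± 10.8 to 183 ± 23.4 CPM (SD, n = 3).
miR-6238 had 3 reads in each normal pool and 4 to 10 in the diabetic pools, a log2 fold change of 1.48 (standard error 0.58). miR-125a-5p and miR-196a-5p rose, as did miR-223-5p, while miR-210-5p and miR-212-3p fell. The 2 miRNAs that did not pass were miR-1943-5p, with a log2 fold change of 0.90 (standard error 0.43, adjusted p = 0.198 from edgeR), and miR-6899-3p, with 1.36 (standard error 0.73, adjusted p = 0.238 from edgeR). Over all miRNAs tested, 5 of the 12 were higher and 1 was lower at an adjusted p under 0.05 (8 and 2 when adjusted over the list alone). The paper chose the list from the miRNAs changed in these libraries, so these counts are not independent evidence (adjusted p = 0.0802 from edgeR's fry for a common direction).
miR-221-3p and miR-1198-5p passed neither under upper quartile factors (0.53 and 0.52) nor under total counts (0.45 and 0.45), nor without normal replicate 1 (0.48 and 0.53), and without diabetic replicate 3 miR-128-3p (0.58) and miR-1198-5p (0.49) were lost. miR-6238 was lost in DESeq2 (1.51) and without normal replicate 1 (1.36) or 2 (1.54) or diabetic replicate 1 (1.27) or 3 (1.37).
The paper paired each miRNA with predicted target mRNAs that changed in the opposite direction in these pools. From the targets predicted by both TargetScan and miRDB, it kept the pairs that passed its limits on the prediction scores and states these as the more credible ones.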

**FIGURE 3:**
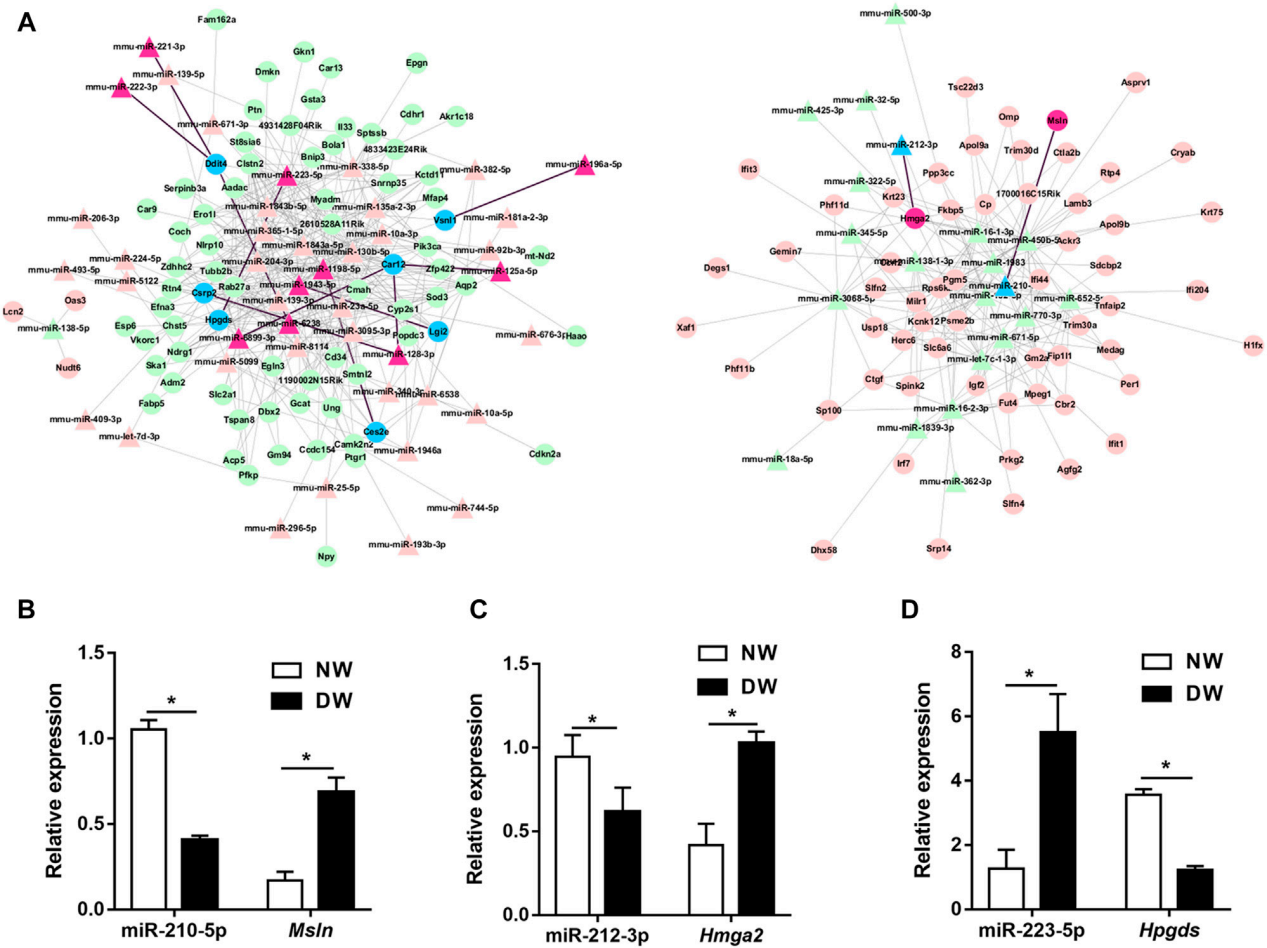
miRNA/mRNA regulatory network analysis. **(A)** Interaction of the miRNA and mRNA were predicted by TargetScan. The upregulated genes are indicated in pink and red, while the downregulated genes are in green and blue. The relatively credible axes are filtered by TargetScan and miRDB, and further selected by scores. Red regions, blue regions and black lines represented the filtered miRNA/mRNA pathways. **(B–D)** miR-210-5p/*Msln*, miR-212-3p/*Hmga2,* and miR-223-5p/*Hpgds* axes were preliminarily validated by qRT-PCR. Data were analyzed by unpaired t-test. * *p*-value of <0.05.

**TABLE 3:** miRNA/mRNA axes screened out by bioinformatics analysis.

miRNA	Regulation	Target gene	Regulation
miR-1198-5p	Up	Ces2e	down
miR-125a-5p	Up	Car12	down
miR-128-3p	Up	Car12	down
miR-128-3p	Up	Csrp2	down
miR-1943-5p	Up	Lgi2	down
miR-196a-5p	Up	Vsnl1	down
miR-210-5p	down	Msln	up
miR-212-3p	down	Hmga2	up
miR-221-3p	Up	Ddit4	down
miR-222-3p	Up	Ddit4	down
miR-223-5p	up	Hpgds	down
miR-6238	up	Ddit4	down
miR-6899-3p	up	Car12	down

We then used qRT-PCR for preliminary validation of the expression of the 13 miRNA/mRNA pairs. In accordance with our sequencing data, miRNA-125a-5p, miRNA-128-3p, miRNA-221-3p, miRNA-222-3p, miRNA-223-5p, *Msln*, and *Hmga2* significantly increased while miRNA-210-5p, miRNA-212-3p, *Ces2e*, *Lgi2*, *Vsnl1*, and *Hpgds* were found to be downregulated in the regenerative T1DM corneal epithelium. Notably, although the expression differences of miRNA-1943-5p, miRNA-196a-5p, miRNA-6238, and *Csrp2*, between diabetic and normal mice did not reach statistical significance, they demonstrated comparable expression trends in sequencing and qRT–PCR analyses. In addition, *Ddit4* increased in diabetic group, implying a divergent pattern of *Ddit4* between sequencing and validation. Thus, based on the results of our multistep analysis and qRT-PCR, miR-210-5p/*Msln*, miR-212-3p/*Hmga2,* and miR-223-5p/*Hpgds* pairs were implicated in the pathogenesis of delayed diabetic corneal wound closure (Figures 3B–D).

### Suppressing miR-223-5p Promoted Diabetic Delayed Corneal Epithelial and Nerve Regeneration

Of these miRNA/mRNA pairs mentioned above, miR-223-5p/*Hpgds* attracted our attention due to the most significant shift of miR-223-5p. Moreover, miR-223 was reported to play a role in disorders induced by DM (Deng et al., 2020; Xu D. et al., 2020) and *Hpgds* can increase insulin sensitivity (Fujitani et al., 2010). However, little is known about the detailed regulatory function of miR-223-5p/*Hpgds* in DK. 

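In the sequenced pools, both arms of miR-223, a miRNA abundant in neutrophils and other myeloid cells, rose in diabetic mice, while miR-212-3p and miR-210-5p fell. miR-223-5p (CGUGUAUUUGACAAGCUGAGUUG) comes from the X chromosome of GRCm38 at 96242817 to 96242926, in an exon of the antisense transcript F630028O10Rik. It went from 13.7 ± 2.59 CPM in normal to 24.1 ± 9.18 CPM in diabetic wounded pools (SD, n = 3 each), a log2 fold change of 0.81 (standard error 0.28, adjusted p = 0.0980 from edgeR). The groups overlapped, since diabetic replicate 2 stood at 15.4 CPM and normal replicate 3 at 16.7 CPM. The more abundant arm, miR-223-3p, went from 42.9 ± 14.3 to 83.5 ± 34.7 CPM (SD, n = 3), a log2 fold change of 0.96 (standard error 0.30, adjusted p = 0.0780 from edgeR). miR-142a-5p and miR-142a-3p, which white blood cells in general express, had log2 fold changes of 0.25 (standard error 0.29) and 0.08 (standard error 0.27).
miR-210-5p belongs to a hairpin known to be induced by hypoxia and lies on chromosome 7 from 141221384 to 141221493. It fell from 30.7 ± 2.88 to 16.0 ± 4.27 CPM (SD, n = 3), a log2 fold change of -0.94 (standard error 0.22, adjusted p = 0.0461 from edgeR). The other arm, miR-210-3p, had a log2 fold change of -0.45 (standard error 0.18), so that 1 of these 2 arms fell at the paper's cut-offs and both were lower when adjusted over the list alone. miR-212-3p lies on chromosome 11 from 75173388 to 75173478, in an intron of 1700016P03Rik. It fell from 1.47 ± 0.234 to 0.521 ± 0.294 CPM, which is 6 to 9 reads in a normal pool and 1 to 4 in a diabetic pool, a log2 fold change of -1.43 (standard error 0.60, adjusted p = 0.142 from edgeR). The other 3 arms of miR-132 and miR-212 did not pass (none of the 4 when adjusted over the list alone), with log2 fold changes of 0.25 for miR-212-5p and 0.32 for miR-132-3p (adjusted p = 0.954 from edgeR's fry for the list).
miR-223-5p no longer passed the paper's cut-offs under total counts (0.70), without normal replicate 1 (0.72) or without diabetic replicate 1 (0.49), and miR-223-3p was lost without diabetic replicate 1 (0.57). miR-212-3p was lost in DESeq2 (-1.47) and without normal replicate 1 (-1.45), normal replicate 2 (-1.27), diabetic replicate 2 (-1.12) or diabetic replicate 3 (-1.45), whereas miR-210-5p passed in every setting run.

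**Figure D3:**
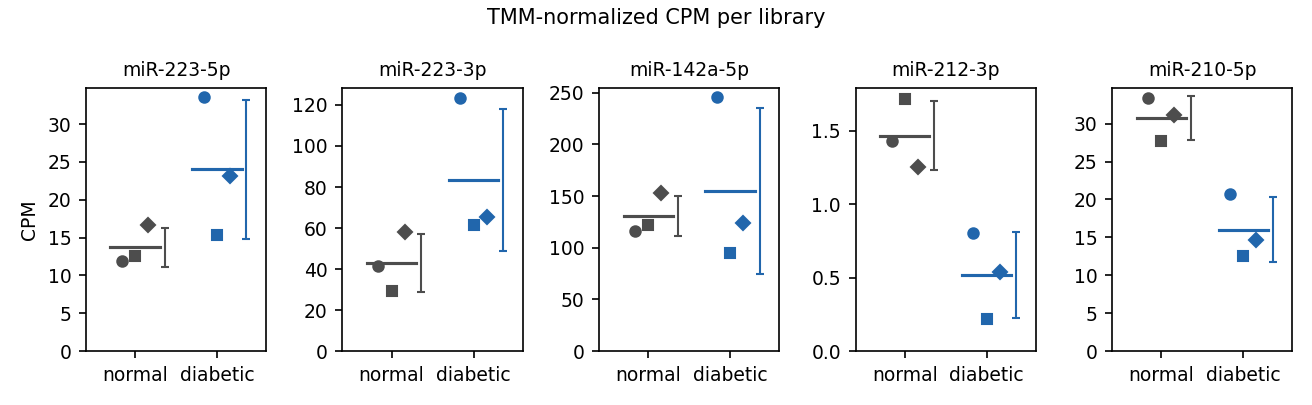
TMM-normalized CPM in the 3 normal wounded pools (gray) and 3 diabetic wounded pools (blue). Circles, squares and diamonds are replicates 1, 2 and 3, horizontal lines are means and the bars beside them are SDs. For miR-210-5p the pools of the 2 groups lie apart, and for miR-223-5p they overlap.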

Herein, we firstly attempted to validate the association between miR-223-5p and *Hpgds*. Subconjunctival injection of miR-223-5p antagomir was utilized to block miR-223-5p in the cornea of mice. As expected, miR-223-5p antagomir successfully suppressed the upregulation of miR-223-5p in diabetic regenerated corneal epithelium (Figure 4A). qRT-PCR also indicated that inhibiting miR-223-5p enhanced the mRNA levels of *Hpgds* (Figure 4B). Similar to the observations on PCR assays, miR-223-5p antagomir treatment stimulated the Hpgds proteins in diabetic wounded cornea (Figures 4C,D). A luciferase reporter assay indicated that miR-223-5p inhibited luciferase expression of the transcript including the wild-type 3′-UTR of *Hpgds* but not that of the transcript including the seed sequence-mutated 3′-UTR (Figures 4E,F). These results revealed that, in line with the aforementioned analysis, miR-223-5p can directly inhibit the expression of *Hpgds*.

**FIGURE 4:**
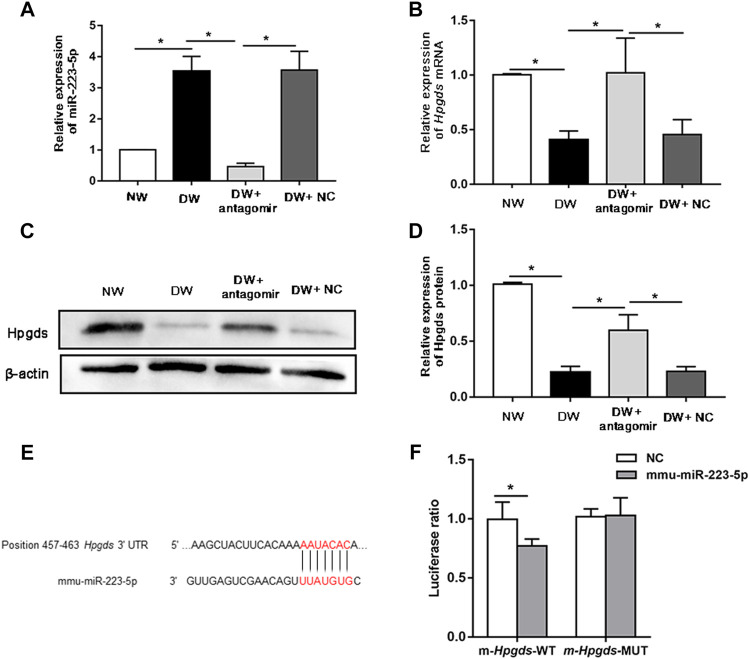
*Hpgds* is the direct target gene of miR-223-5p. **(A)** qRT-PCR results revealing miR-223-5p expression of in the corneal epithelium harvested 24 h post-wounding of normal mice (NW group), diabetic mice (DW group), diabetic mice subconjunctivally injected with miR-223-5p antagomir (DW + antagomir group) or antagomir NC (DW + NC group). **(B)** qRT-PCR results revealing mRNA expression of *Hpgds* in the corneal epithelium 24 h post-wounding of the same four groups. **(C,D)** Western blotting showing the protein expression of *Hpgds* in the cornea 24 h post-injury of these four groups. **(E)** Schematic representation of the predicted interacting site of mmu-miR-223-5p with *Hpgds*. **(F)** Luciferase reporter assay assessed the relative luciferase activity in HEK293T cells transfected with pMIR-REPORT *Hpgds*-WT-3′-UTR or *Hpgds*-Mut-3′-UTR upon transfection with miR-223-5p mimic or miRNA mimic NC. **(A,B,D)** Data were analyzed by one-way ANOVA. If significant, multiple comparations were then performed. **(F)** Data were analyzed by unpaired t-test. *p-value of <0.05.

Considering the high expression of miR-223-5p in diabetic regenerative corneal epithelium, it is reasonable for us to detect the potential role of miR-223-5p during re-epithelialization. First, we found that the defect size of the corneal epithelium in the miR-223-5p antagomir-treated diabetic mice was obviously reduced compared with that of the diabetic mice and the miRNA antagomir NC-treated diabetic mice at 12, 24, and 36 h after injury, which nearly reached a comparable level to that of the control mice (Figures 5A,B). Since the terminal endings of corneal nerves are distributed in the corneal epithelium and they mutually maintain the growth of each other (Di et al., 2017), we next detected the impact of miR-223-5p on corneal nerve regeneration. On day 5 after corneal epithelial injury, the diabetic mice that had received miR-223-5p antagomir subconjunctival injection showed higher corneal nerve density than the diabetic mice and miRNA antagomir NC-treated diabetic mice (Figures 5C,D). Moreover, corneal sensation detection is a method used to evaluate corneal nerve function. In parallel with the results of corneal whole-mount staining, we observed an increase in corneal sensation in diabetic mice treated by miR-223-5p antagomir (Figure 5E). Taken together, miR-223-5p might serve as an important regulator during diabetic corneal epithelial and nerve regeneration.

**FIGURE 5:**
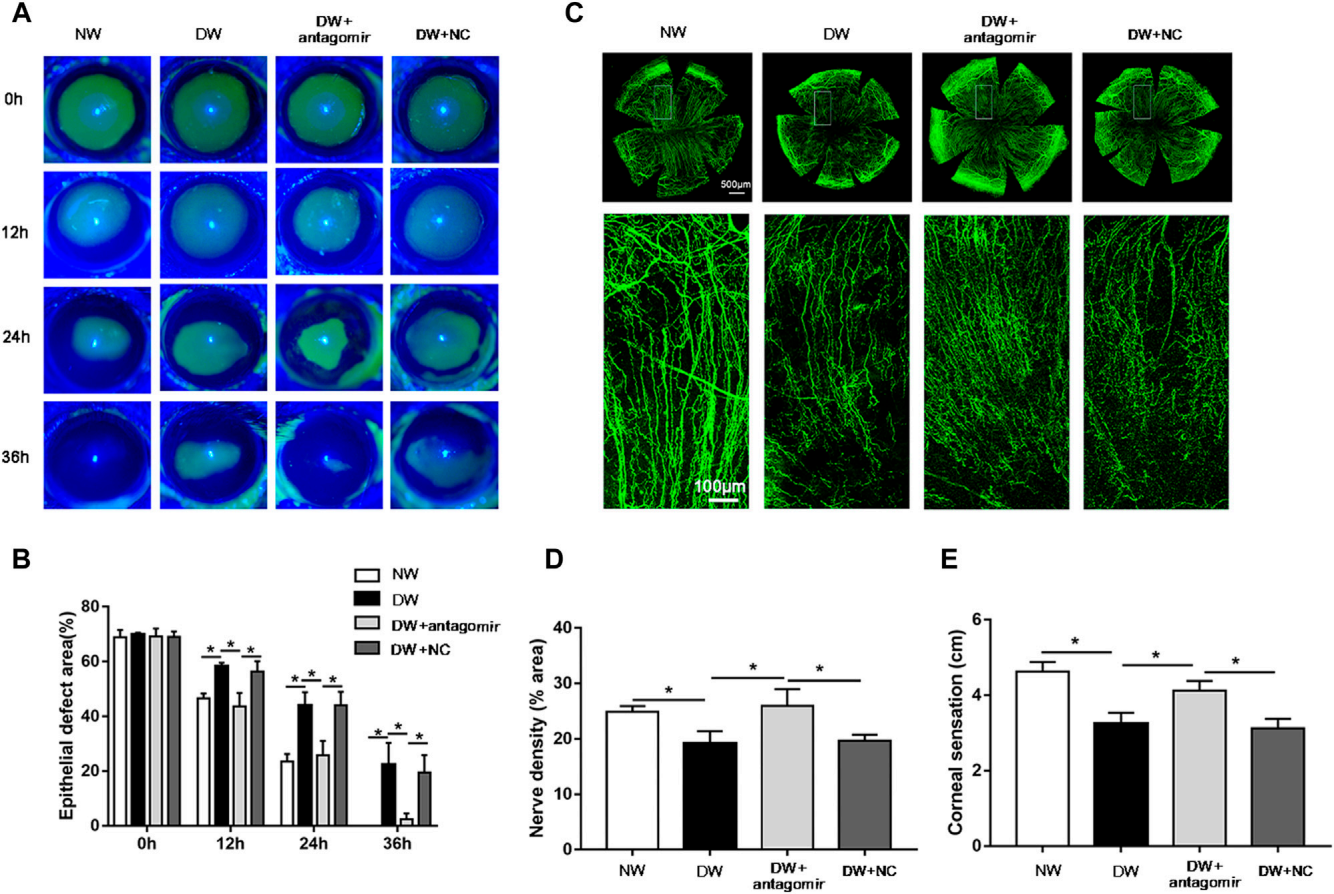
Inhibition of miR-223-5p ameliorated corneal epithelial wound repair and nerve regeneration in diabetic mice. **(A,B)** The fluorescence staining assay exhibited the corneal epithelial defect of normal mice (NW group), diabetic mice (DW group), diabetic mice subconjunctivally injected with miR-223-5p antagomir (DW + antagomir group), or antagomir NC (DW + NC group) at 0, 12, 24, and 36 h post-injury. **(C,D)** Corneal whole-mount staining of β-tubulin III revealing the corneal nerves of the above four groups on day 5 post-wounding. **(E)** The corneal sensation measurement was performed on day 5 post-wounding in these four groups. **(B,D,E)** Data were analyzed by one-way ANOVA. If significant, multiple comparations were then performed. *p-value of <0.05.

### Inhibition of Hpgds Counteracted the Protective Effects of miR-223-5p Antagomir

Since *Hpgds* was identified as a downstream target of miR-223-5p, we next sought to determine whether inhibition of *Hpgds* could disrupt the effects of miR-223-5p antagomir on diabetic corneal wound healing. HQL-79, a specific Hpgds inhibitor (Redensek et al., 2011), markedly antagonized the promotion effects of miR-223-5p antagomir on Hpgds protein expression, suggesting HQL-79 could successfully downregulate the expression of Hpgds in diabetic wounded corneas (Figures 6A,B). Furthermore, we determined that the corneal injured area of diabetic mice treated by miR-223-5p antagomir and HQL-79 was larger at 12, 24, and 36 h after wounding, compared with injured areas of diabetic mice receiving miR-223-5p antagomir with or without vehicle treatment (Figures 6C,D). Consistently, 5 days after corneal epithelial injury, HQL-79 could also reverse the effects of miR-223-5p antagomir on promoting diabetic corneal nerve regeneration and diabetic corneal sensitivity recovery (Figures 6E–G). Therefore, these findings demonstrated that miR-223-5p plays a role in diabetic corneal epithelial and nerve regeneration mediating by *Hpgds*.

**FIGURE 6:**
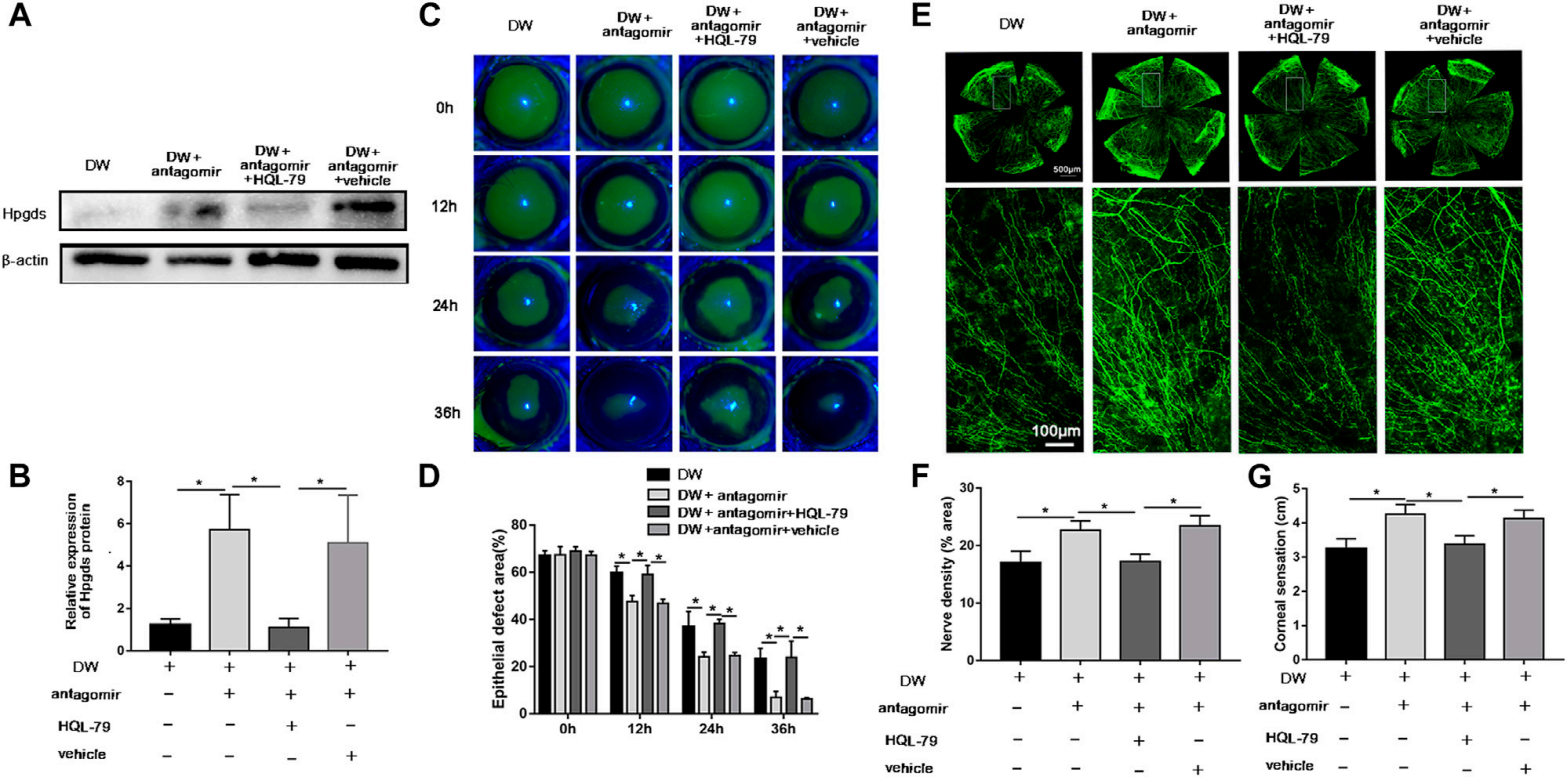
Blockade of Hpgds counteracts the beneficial effects induced by miR-223-5p antagomir. **(A,B)** Western blotting assay showing the protein expression of Hpgds in the cornea 24 h post-wounding of diabetic mice (DW group), miR-223-5p antagomir treated diabetic mice (DW + antagomir group), miR-223-5p antagomir and HQL-79 treated diabetic mice (DW + antagomir + HQL-79 group), miR-223-5p antagomir, and vehicle treated diabetic mice (DW + antagomir + vehicle group). **(C,D)** Fluorescence staining assay showing the corneal epithelial defect areas of DW group, DW + antagomir group, DW + antagomir + HQL-79 group and DW + antagomir + vehicle group at different timepoints post-injury. **(E,F)** Corneal whole-mount staining of β-tubulin III revealing the corneal nerves of each group on day 5 post-wounding. **(G)** Corneal sensation measurement was conducted on day 5 post-wounding in each group. **(B,D,F,G)** Data were analyzed by One-way ANOVA. If significant, multiple comparations were then performed. * *p*-value of <0.05.

## Sequestration of miR-223-5p Attenuated Inflammatory Response and Promoted Proliferation Signals During Diabetic Corneal Wound Healing

The data described above revealed a role for miR-223-5p during corneal re-epithelialization; therefore, we sought to determine the mechanism by which miR-223-5p disturbed tissue regeneration. Recent studies have reported that inflammatory cytokines including IL-1β and TNF-α caused defective corneal epithelial repair in diabetic mice (Wang et al., 2020b), indicating that excessive inflammatory response is a major inducing factor for delayed wound healing. Since miR-223 plays an essential role in inflammation (Yuan et al., 2018), we assumed that a miR-223-5p antagomir could have an impact on inflammatory processes in DK pathogenesis. Immunofluorescence results revealed that the staining intensity of CD45 (pan-leukocyte marker) was stronger in diabetic corneas compared with control corneas 24 h after wounding, while miR-223-5p antagomir administration significantly reduced the staining intensity in diabetic mice (Figure 7A). Consistently, qRT-PCR indicated that CD45 mRNA levels was increased in diabetic corneal epithelium collected 24 h after wounding compared with control group, whereas, miR-223-5p antagomir decreased the CD45 mRNA levels in diabetic wounded corneal epithelium (Figure 7B). In addition, the results of qRT-PCR showed that suppression of miR-223-5p downregulated overexpressed inflammatory factors, including IL-1β, IL-6, and TNF-α (Figures 7C–E). In summary, our findings suggested the inflammation-suppressive effect of miR-223-5p blockade on diabetic corneal wound healing.

**FIGURE 7:**
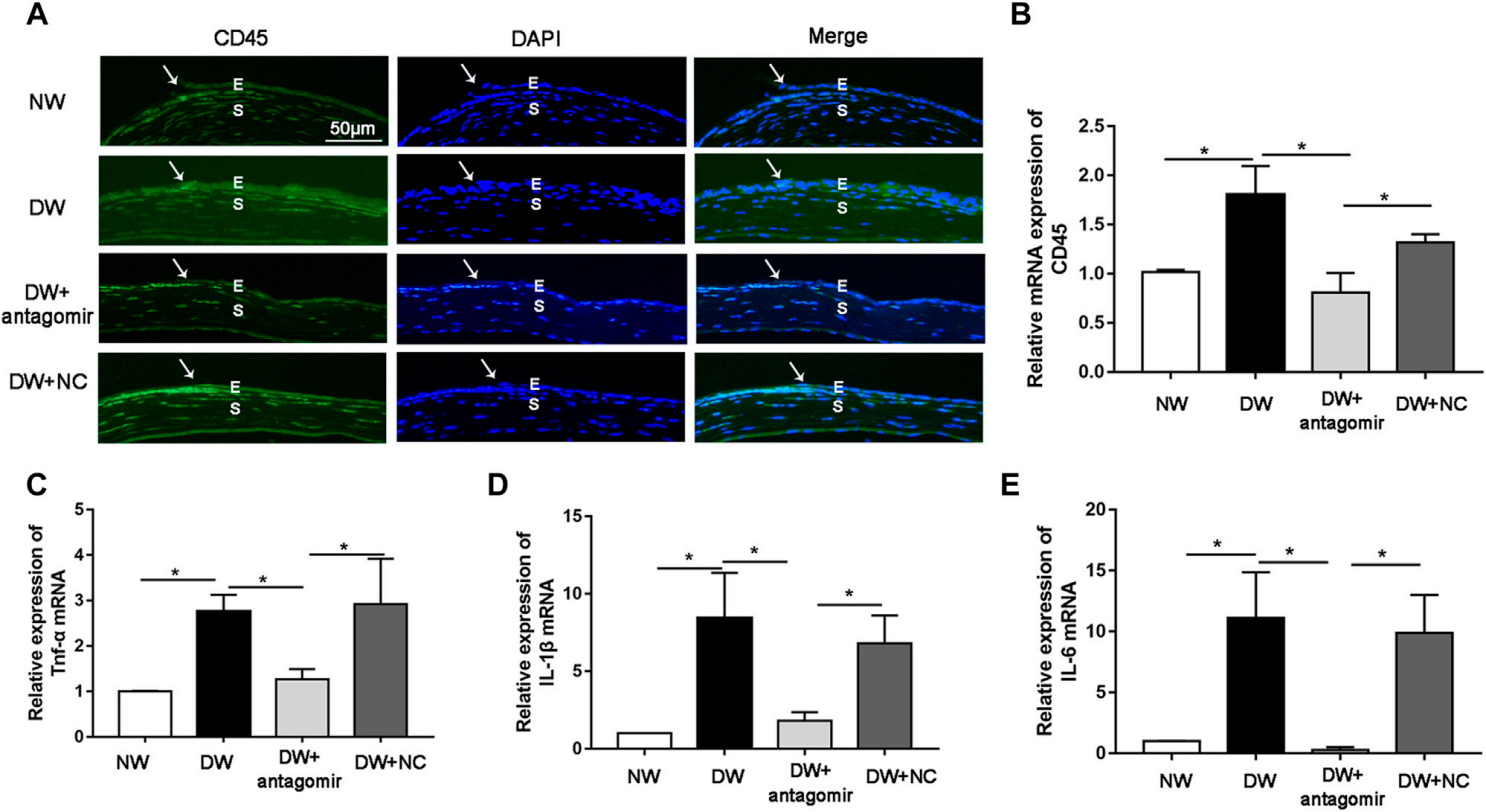
miR-223-5p antagonist promoted diabetic corneal epithelial wound repair and nerve regeneration by modulating inflammatory process. **(A)** Immunofluorescence corneal staining reflected CD45 protein expression in the normal mice (NW group), diabetic mice (DW group), diabetic mice subconjunctivally injected with miR-223-5p antagomir (DW + antagomir group) or antagomir NC (DW + NC group) 24 h post-injury. **(B)** qRT-PCR results revealing the CD45 mRNA expression of the corneal epithelium in each group. **(C–E)** qRT-PCR detected the mRNA expression of inflammatory factors including TNF-α, IL-1β, and IL-6 in the corneal epithelium of these four groups at 24 h post-wounding. **(B–E)** Data were analyzed by one-way ANOVA. If significant, multiple comparations were then performed. * *p*-value of <0.05.

Moreover, phosphorylation of AKT (p-AKT) and STAT3 (p-STAT3) which are classical proliferative signaling-related molecules, have been reported to significantly decrease during diabetic corneal wound healing (Li et al., 2020a; Li et al., 2020b; Wang et al., 2020b). Thus, we investigated whether inhibiting miR-223-5p could influence the expression of p-AKT and p-STAT3. Immunofluorescence and western blotting demonstrated that depletion of miR-223-5p promoted the recovery of p-AKT and p-STAT3 in diabetic wounded corneas, suggesting that cell proliferation is also a mechanism mediated by miR-223-5p in DK (Figure 8).

**FIGURE 8:**
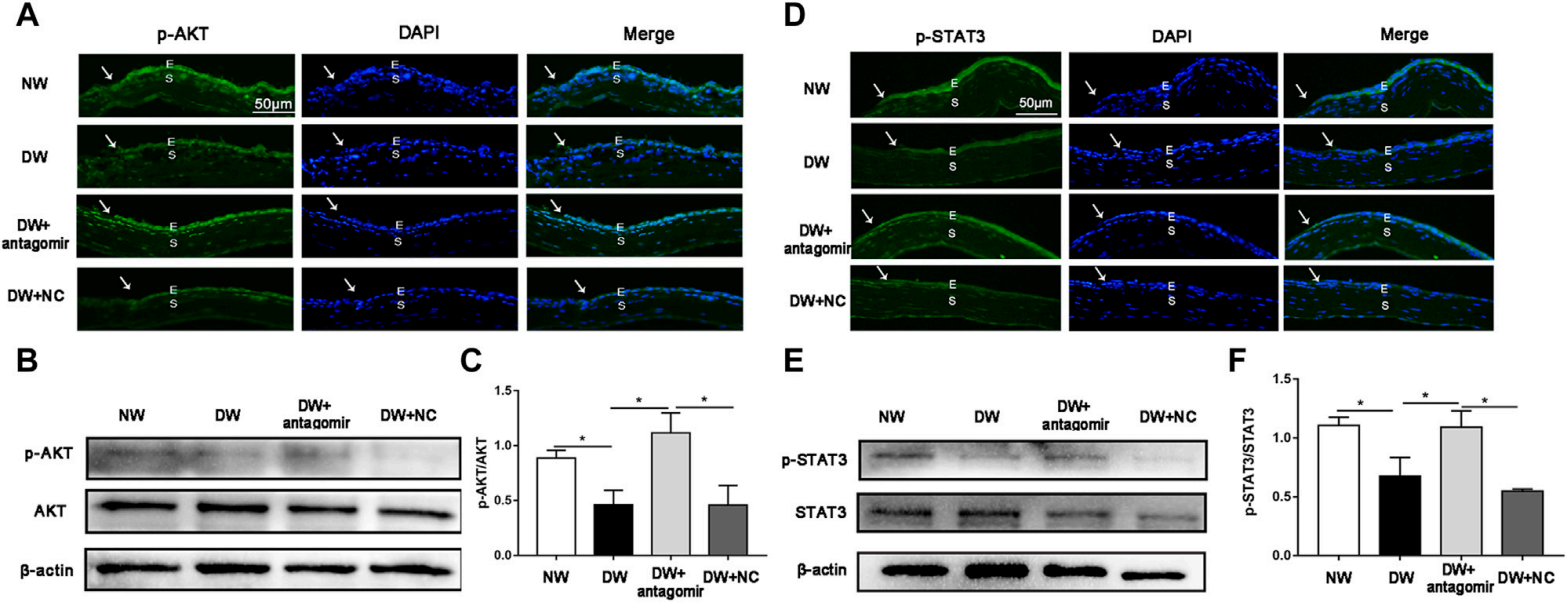
miR-223-5p antagomir improved the phosphorylation of AKT and STAT3. **(A)** Immunofluorescence corneal staining showing the p-AKT protein expression in normal mice (NW group), diabetic mice (DW group), and diabetic mice subconjunctivally injected with miR-223-5p antagomir (DW + antagomir group) or antagomir NC (DW + NC group) 24 h post-injury. **(B,C)** Western blotting assay measured the p-AKT protein levels of the cornea 24 h post-injury in each group. **(D)** Immunofluorescence corneal staining and **(E,F)** western blotting assay showing p-STAT3 protein expression in the same four groups 24 h post-wounding. **(C,F)** Data were analyzed by one-way ANOVA. If significant, multiple comparations were then performed. * *p*-value of <0.05.

## Discussion

DM is a common systemic disease with rising prevalence (Markoulli et al., 2018). Disorders caused by DM are a serious public health challenge and financial burden to many countries (Mansoor et al., 2020). As a complication induced by DM, DK has gained increasing attention recently, and can lead to delayed corneal epithelium and nerve regeneration (Li et al., 2020a; Wang et al., 2020a; Li et al., 2020b). The molecular mechanism involved in DK is intricate, highlighting the importance of constructing the intermolecular regulatory networks regulating its pathobiology. Studies that have sequenced mRNAs and miRNAs simultaneously are uncommon, even though their strength in identifying miRNA targets is well acknowledged. In our investigation, the corneal epithelial debridement model was established in normal and diabetic mice models. Regenerated epithelium was collected 24-h post-injury and the expression of miRNA/mRNA pairs involved in the process of diabetic corneal epithelial regeneration were detected by simultaneously performing miRNA and mRNA sequencing, and the miR-223-5p/*Hpgds* pair was selected with subsequent mechanistic studies.

Starting from NGS, we obtained 77 DEmiRNAs and 186 DEmRNAs responsible for delayed wound healing of diabetic corneal epithelium. Following a literature research, DEmiRNAs and DEmRNAs reported to have a close relationship with hyperglycemia-related disorders were identified. Our study confirmed their involvement in DK. In addition, we also identified some DEmiRNAs and DEmRNAs that had not been previously reported in complications linked to DM, which could offer new targets for future investigations. To gain insight into the molecular underpinnings of these DEmRNAs, we performed functional analyses. The GO analysis revealed that several significant BP terms were closely related to DM, including “glucose metabolic process” and “glucose homeostasis.” We also identified a number of BP terms associated with cell proliferation and immune reactions, such as the “cell death,” “protein kinase B signaling,” “negative regulation of cell cycle G1/S phase transition,” “regulation of toll-like receptor signaling pathway” and “immune system process.”

Having both miRNA sequencing and mRNA sequencing data from the same sample offers a strong advantage to explore credible and meaningful miRNA/mRNA pairs. By means of a multistep analysis and qRT-PCR assay, the miR-210-5p/*Msln*, miR-212-3p/*Hmga2,* and miR-223-5p/*Hpgds* pairs were preliminarily validated with relatively high reliability. Of these three axes, miR-223-5p was the miRNA with the largest fold change between control mice and diabetic mice. In addition, miR-223 is well known as an essential cell regulator and has been implicated in mediating infection, inflammation, different cancer types, and diabetes (Haneklaus et al., 2013; Sánchez-Ceinos et al., 2021). *Hpgds* also participates in regulating insulin sensitivity and inflammatory diseases (Fujitani et al., 2010; Huang et al., 2021). Thus, we focused on miR-223-5p/*Hpgds* pathway for further mechanistic investigation.

The miR-223-5p/*Hpgds* axis has not been described previously. We provided evidenced that inhibition of miR-223-5p could upregulate the expression of *Hpgds*, and *Hpgds* is directly targeted by miR-223-5p. Accumulating evidence has implied that miR-223 plays a role in DM-related disorders. AGE accumulation, a characteristic pathological change of DM, was reported to promote apoptosis with up-regulation of miR-223 (Qin et al., 2016). miR-223 may represent a therapeutic target in AGE-induced injury to osteoblasts in DM (Qin et al., 2016). Shao et al. revealed that the expression of miR-223-3p was higher in the serum and aqueous humor of DR patients as compared with that of nondiabetic subjects and miR-223-3p levels were consistent with the severity of DR, indicating that miR-223-3p could serve as a potential biomarker in the progression of DR (Shao et al., 2019). More recently, miR-223 was found to exert regulatory effects on diabetic cardiomyopathy (Deng et al., 2020; Xu D. et al., 2020). The role of miR-223-5p in DK has not been explored to date. Herein, we observed that miR-223-5p antagomir treatment promoted diabetic corneal epithelial and nerve regeneration, and this positive effect can be reversed by inhibiting Hpgds, which points towards a potential therapeutic value to DK.

MiRNAs are known to target hundreds of genes to regulate multiple biological process (Selbach et al., 2008). We continued to explore the potential pathways mediated by miR-223-5p during diabetic corneal re-epithelialization. Inflammatory response is a common phenomenon during the process of corneal regeneration. By screening for the intersection of miR-223-5p target genes and inflammatory response gene sets, we performed interaction network analysis and found that miR-233-5p did regulate a series of inflammatory genes (data not shown). In our future work, we will continue to explore and validate the detailed regulation mechanism. On the other hand, in spinal cord injury, miR-223-5p inhibitor significantly suppressed the expressions of inflammatory factors, including IL-1β, IL-6, and TNF-α (Guan et al., 2019). Herein, we observed that suppressing miR-223-5p can relieve inflammation in diabetic corneal wound healing, hinting that miR-223-5p might play a pro-inflammatory role in DK.

Previous observations have documented that levels of p-AKT and p-STAT3 were decreased in diabetic corneas compared with levels found in control group (Xu et al., 2009; Li et al., 2020a; Li et al., 2020b), and the influence of miR-223 on p-AKT and p-STAT3 have also been reported. For example, the expression of miR-223 was significantly enhanced in the livers of high-fat diet-fed mice and overexpressed miR-223 can decrease the level of p-AKT (Zhang et al., 2020b). In experimental colitis and Kawasaki disease, overexpression of miR-223 can decrease the levels of p-STAT3 (Wang et al., 2019; Zhang et al., 2021). Furthermore, our study found that an miR-223-5p antagomir could restore the reduce the expression of p-AKT and p-STAT3 in diabetic corneas.

In conclusion, our findings unveiled that miR-223-5p is a regulatory gene involved in diabetic corneal epithelial and nerve regeneration and mediates inflammatory processes and cell proliferation signaling. Considering that miRNAs have significant therapeutic potential, targeting miR-223-5p individually or combination with other pivotal miRNAs discovered previously may contribute to the development of therapeutic strategies for improving DK. It should be noted that the specific role of Hpgds in DK should be explored in the near future, and the other miRNA/mRNA pairs identified in our study also need further investigations. Generally speaking, this study provides important insight for understanding DK pathogenesis, and may provide potential diagnostic biomarkers or therapeutic targets for DK interventions.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180634.

# Supplementary material for: Transcriptional Network Analysis Reveals the Role of miR-223-5p During Diabetic Corneal Epithelial Regeneration
**Source:** Front Mol Biosci. 2021 Aug 26;8:737472. doi: 10.3389/fmolb.2021.737472
**Supplement:** Supplementary file 1

Supplementary Table 1 DEmiRNAs between normal and diabetic [regenerative](javascript:;) corneal epithelium

# Supplementary material for: Transcriptional Network Analysis Reveals the Role of miR-223-5p During Diabetic Corneal Epithelial Regeneration
**Source:** Front Mol Biosci. 2021 Aug 26;8:737472. doi: 10.3389/fmolb.2021.737472
**Supplement:** Supplementary file 2

Supplementary Table 2 DEmRNAs between normal and diabetic [regenerative](javascript:;) corneal epithelium

How the deposited data were processed for this re-analysis (not part of the article)

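Small RNA from regenerating corneal epithelium, collected 24 h after debridement, was sequenced in 3 pools of normal and 3 pools of diabetic mice, with 4 mice in each pool. The deposited file holds raw counts, which the authors made by assigning reads to mature miRNAs and did not normalize. The submitters' processing notes name FastQC, cutadapt, Bowtie and edgeR and the build GRCm38 with no versions or settings. The trimming, the mapping, the miRBase release and the handling of reads that fit several precursors were therefore inherited and could not be varied. Reads that fit more than 1 miRNA, adapter preference and amplification by PCR can all affect such counts, and no molecular identifiers are given.
The file has 745 lines with values, 1 for each mature miRNA and precursor, and 31 further lines were not analysed here. Of the 666 mature miRNAs, 47 had several precursor lines, whose counts differed for 27, and the line with the highest total was used for each. Another 15 names share 7 mature sequences and were kept apart. Of 664 precursor lines with a place in the genome, 662 match a miRNA gene of GENCODE vM21 in start, end and strand, and that annotation gave the surrounding genes.
Libraries held 4175530 to 6404512 counts (median 5175105), 5210845 at the median of the normal and 5139365 of the diabetic pools. At this depth 3 reads are 0.468 to 0.718 CPM of the raw totals, before the TMM factors are applied, so that miRNAs with a few reads carry a large counting error. Where a group had at most 3 reads, the ratio of counts with its exact 95% interval (Clopper-Pearson, for the reads of each group taken together) is given, which covers counting error only. The TMM factors were 1.01, 1.01 and 1.15 for the normal pools and 1.11, 0.887 and 0.871 for the diabetic pools. The biological coefficient of variation was 0.177. The first principal component of log2 CPM, with 37.8% of the variance, separated the normal from the diabetic pools.
Before the data were examined, the comparison was set as edgeR's quasi-likelihood test with condition as its only term, TMM factors and miRNAs with a mean of at least 1 CPM in at least 1 group, 496 in all. A miRNA was called at the paper's cut-offs, an unadjusted p under 0.05 and a log2 fold change of at least 0.585 in size, and also at a Benjamini-Hochberg adjusted p under 0.05 without a fold limit. Standard errors of log2 fold changes were computed from the coefficient and its F statistic. The paper names edgeR and these limits but not the function, the normalization or an adjustment for multiple tests. Its methods speak of paired samples, which was read as miRNA and mRNA of 1 pool because normal and diabetic pools hold different mice. With 3 pools against 3, the smallest two-sided p that an exact permutation test can give is 0.1.
Another 16 settings were chosen in advance, namely RLE factors, upper quartile factors, total counts, DESeq2, the exact test of edgeR, a robust fit, no filter, a CPM of 1 in both groups, filterByExpr, the replicate number as a block, and leaving out each of the 6 libraries. A further 4 were added after the data had been seen, namely every precursor line as deposited, the lowest line of each miRNA, 1 name per mature sequence, and the exact test on every precursor line.
Altogether 21 lists of miRNAs were counted, and the 18 with at least 3 measured members were tested by edgeR's fry for a common direction, with p values adjusted over the lists. Its test for a change in either direction is also given, a choice made after the results had been seen. All tested miRNAs of the region that the Dlk1-Dio3 list spans were also counted, likewise after the results had been seen. The lists fixed before the data were examined were markers of leukocytes, erythroid cells, corneal and stratified epithelium, muscle, mesenchyme, endothelium, neural and retinal tissue, and liver, pancreas and melanocytes, and the let-7 family and its passenger arms, the miR-17-92 and paralogous clusters, miR-132-212, hypoxia, inflammation response and miRNAs cited for diabetic keratopathy. The HOX cluster, the Dlk1-Dio3 cluster and the miR-322-450 cluster were also fixed before the data were examined, but after Supplementary Table 1 of the paper had been read. The clustered and homologous miRNAs, the paper's top miRNAs in each direction and the miRNAs of Table 3 were chosen by the paper on these libraries. The rule for the miRNAs to name took those the paper names, the 10 largest changes in each direction at an adjusted p under 0.05 whose groups do not overlap, the 10 most abundant, and for each list the called and the 2 most abundant members, 81 in all. The values in the paper's tables had been seen when this rule was set. Named outside the rule, after their values were seen, are the miRNAs at an adjusted p under 0.05 that the paper does not list, with the rest of the miR-200 family, the miRNAs that the paper and the fit call differently, and the arms of miR-671. miR-142a-3p is named because a test set beforehand uses it.
The log2 fold changes of the arms of 1 hairpin were correlated over hairpins with both arms tested, with 100000 permutations of the pairing. The fit was tested on simulated data with the same depths and spread, in 20 simulations with 200 of 496 miRNAs changed. Each miRNA was drawn independently, without shifts shared by the miRNAs of a pool. At a simulated log2 fold change of 1, 82.4% were called at the paper's cut-offs and 73.7% at the adjusted p, and at 2 the shares were 98.5% and 96.7%. Of the unchanged miRNAs, 2.83% and 1.69% were called. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The mRNA sequencing, qRT-PCR, luciferase, western blot and antagomir experiments were left out because the deposited miRNA counts do not hold them.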

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

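The ratio of miR-223-3p to miR-142a-5p was chosen only after the result was seen, and the other tests had been set before. For 3 of them, namely tissue in 1 library, mesenchyme and the scaling of miR-223-5p, the rule that reads the value was changed after the value had been seen, from one that argued against the explanation to one that leaves it open.

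In 5 miRNAs that the paper does not list, a change appeared at an adjusted p under 0.05 from edgeR's quasi-likelihood test. miR-200a-3p and miR-141-3p, epithelial miRNAs of the miR-200 family, fell, with log2 fold changes of -0.55 (from 6065 ± 203 to 4155 ± 517 CPM, SD, n = 3 pools each) and -0.61 (from 122.8 ± 7.55 to 80.3 ± 9.23 CPM). Among the other members of this family, miR-200b-3p stood at 0.14 (standard error 0.12), miR-200c-3p at -0.02 (standard error 0.10) and miR-429-3p at -0.37 (standard error 0.13). miR-30a-5p fell with a log2 fold change of -0.54 (from 7087 ± 288 to 4884 ± 483 CPM) and miR-186-5p with -0.58, while miR-30e-3p rose with 0.52. In these 5 miRNAs every diabetic pool lay on 1 side of every normal pool. miR-141-3p alone among them passes the paper's fold change limit, but not without normal replicate 2 (-0.57), normal replicate 3 (-0.51) or diabetic replicate 3 (-0.53), without a filter (-0.55), with filterByExpr (-0.57) or, in a setting chosen after seeing the values, with 1 name per mature sequence (-0.56). None of the 5 passed the adjusted p in edgeR without normal replicate 1 or diabetic replicate 3.

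miR-615-3p and miR-196a-5p were higher in the diabetic pools, with 80.8% of their diabetic reads in diabetic replicate 2. Scaling between libraries is argued against, because the lowest log2 fold change of both under 3 other scalings was 4.22. With TMM factors of only 0.871 to 1.15, this test could hardly have come out otherwise. Tissue from another body region in 1 library may still account for it, since without diabetic replicate 2 the lowest log2 fold change of both was 2.62 (standard error 1.73), which the prediction set beforehand counts against this explanation but which rests on 5 reads against 1. More mesenchyme in the diabetic pools is open too, because the median log2 fold change of the mesenchyme list was -0.17 (median standard error of its members 0.17) and the list sums to 8755 CPM in the normal pools against 3.71 CPM for both miRNAs in the diabetic pools, so that a small added share would not show. A change in the diabetic epithelium itself was not tested and remains open beside them.

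miR-223-5p and miR-223-3p were higher in the diabetic pools, the former at 0.49 without diabetic replicate 1. A like rise of all leukocytes is argued against, because the log2 fold change of miR-223-3p exceeded the mean of miR-142a-3p and miR-142a-5p by 0.80 (standard error 0.36). This standard error is approximate, since it combines the separate errors as if independent, although all come from the same 6 libraries. The difference passed the bound of 2 standard errors set beforehand only narrowly, so this reading depends on that error. Within libraries, miR-223-3p stood at 0.241 to 0.379 of the miR-142a-5p CPM in normal and at 0.502 to 0.649 in diabetic pools. miR-146a-5p, the most abundant of the 9 leukocyte miRNAs and also on the inflammation list, stood at 1262 ± 150 and 953 ± 259 CPM (SD, n = 3), the paper lists 2 of the 9, and no cell sorting removed blood cells. A rise of leukocytes as such is not excluded, and the paper reports higher CD45, a marker of all leukocytes, in diabetic wounded corneas by staining and by qRT-PCR. Scaling between libraries cannot be told apart from a true change for miR-223-5p. Its lowest log2 fold change under 3 other scalings, 0.70 (standard error 0.35) under total counts, lies above 0.585 as the bound set beforehand asks, but by less than its standard error, and the call ended there because the unadjusted p came to 0.0636, against 0.81 (standard error 0.28) under TMM. miR-223-3p kept its call under all 3, the lowest value being 0.85 (standard error 0.36). More neutrophils alone, or more miR-223 per cell, may also account for the increase, and neither was tested.

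miR-451a, a miRNA of red blood cells, was lower in the diabetic pools. Less blood in the diabetic pools may account for this, as the median log2 fold change of the other 4 erythroid miRNAs was -0.40, but the standard error of 0.37 is nearly as large. The median hides how uneven the list was. Over all 5 erythroid miRNAs, miR-451a included, 4 had a negative log2 fold change and the mean was -0.63. Blood and a change in the epithelium therefore cannot be told apart. The difference came from normal replicates 1 and 2, and normal replicate 3 stood at 48.9 CPM, within the range of the diabetic pools. Without normal replicate 2 the log2 fold change of miR-451a was -0.78, and it passed the paper's cut-offs without each of the 6 libraries.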

How the results depend on the processing

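The 4 settings on precursor lines and shared sequences were chosen only after the data had been seen, partly to learn whether the distance to the paper closes, and none gives its count. At the paper's cut-offs 70 miRNAs were called, 56 to 83 under the other settings with all libraries, and 39 (without diabetic replicate 3) to 92 (without diabetic replicate 1) with a library left out. Of the 70, 23 were kept without each of the 6 libraries and 51 under RLE, upper quartile and total count scaling. At an adjusted p under 0.05 the count of 31 became 0 under total counts, 47 in the exact test, 4 with every precursor line, and 0 to 39 with a library left out (0 without normal replicate 1 or diabetic replicate 3, 1 without normal replicate 2, 5 without normal replicate 3). With the replicate block, 72 were called, 66 of them shared. Of Supplementary Table 1, 38 (without diabetic replicate 3) to 64 were called with a library left out, and the correlation with its log2 fold changes was 0.952 to 0.989. Of the 18 lists none passed the directional test of fry, but 2 did under upper quartile factors, 1 with filterByExpr and 0 to 1 with a library left out (1 without diabetic replicate 2), always the clustered and homologous miRNAs and under upper quartile factors also Table 3. Pearson's correlation between the arms of 1 hairpin, 0.352, turned to -0.101 without a filter and was 0.260 to 0.416 elsewhere. Spearman's, 0.371, fell to 0.117 without a filter. miR-223-5p, at 0.81 in the main fit, was weaker under total counts (0.70) and at 0.49 to 1.05 with a library left out. miR-212-3p lost its call in DESeq2, although its value there (-1.47) was close to that of the main fit (-1.43). With a library left out miR-212-3p stood at -1.84 to -1.12, while miR-210-5p passed throughout. Over the named miRNAs, 1176 values kept their side of the threshold, 55 became weaker, 31 stronger and 6 moved. Direction was not always kept among miRNAs not called in the main fit. miR-142a-5p, at 0.25 in the main fit, reached -0.25 with a library left out. Apart from fewer libraries, the cause was not tested. Pseudocounts were not run because the file holds counts, fry was not run with DESeq2, the exact test or the added settings, and miRNAs under the CPM limit have no value, namely miR-615-3p and miR-196a-5p without diabetic replicate 2, miR-3095-3p and miR-6899-3p without diabetic replicate 3, miR-138-1-3p and miR-770-3p without normal replicate 3, and these 6 with miR-212-3p, miR-6238, miR-483-3p and miR-1946a under filterByExpr and a CPM of 1 in both groups (miR-138-5p in the latter, miR-10a-3p in the former). Depth limits miRNAs near 1 CPM, which have only a few reads in a library.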

Differences from the paper's values

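The tests named here were set before the data were examined, apart from the settings on precursor lines and on 1 name per mature sequence, which were chosen after seeing the values.

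No value of the paper differed from the recomputed one by more than the replicate error and 1.5 times. The paper lists 77 DEmiRNAs, 51 higher and 26 lower, and at the same limits 70 were called here. All 77 had the same sign, with a Pearson correlation of 1.00 between the log2 fold changes, and 64 of them were called. No setting run gives 77. Without diabetic replicate 2 the count was 78 and under upper quartile factors 76, and each drops 20 of the paper's miRNAs. With 1 name per mature sequence, chosen after seeing the values, it was 75, which drops 5 of them.
The paper calls 13 miRNAs that were not called here. For 8 of them the log2 fold change lay just under 0.585, namely miR-423-3p, miR-206-3p, miR-409-3p, miR-340-3p, let-7d-3p, miR-1843a-5p, miR-8114 and miR-1249-3p, and the paper's values for the 77 exceeded the recomputed ones by a median of 0.06 on the log2 scale. This median was -0.01 without a filter, where 83 were called (58 higher, 25 lower), among them 72 of the 77, and -0.01 without normal replicate 3 and 0.01 without diabetic replicate 1. With 1 name per mature sequence, chosen after seeing the values, it was 0.01, with 50 higher and 25 lower, which drops 5 of the 77. These 8 were called with no filter and without normal replicate 3. Some of them were also called in other settings. With filterByExpr and with 1 name per mature sequence (chosen after seeing the values) these were all but miR-1249-3p. Without normal replicate 2 they were all but miR-409-3p and miR-8114, and without diabetic replicate 1 all but miR-409-3p and miR-1249-3p. Without diabetic replicate 2 they were miR-423-3p, miR-340-3p and let-7d-3p. RLE factors, DESeq2 and both settings with every precursor line (chosen after seeing the values) called miR-423-3p and miR-206-3p.
For the other 5 the unadjusted p missed 0.05. miR-770-3p, named by the paper among the largest decreases, was called under total counts, in the exact test, with the replicate block, without normal replicate 1 or 2, and in the exact test on every precursor line. miR-6899-3p of Table 3 was called without diabetic replicate 1. miR-1943-5p of Table 3 was called without a filter, without diabetic replicate 1 and with 1 name per mature sequence. miR-493-5p was called without normal replicate 1. miR-500-3p was called under upper quartile factors and total counts, in the exact test, with a CPM of 1 in both groups, without normal replicate 1 or diabetic replicate 1, and in both settings with every precursor line. Conversely miR-130a-5p, miR-136-3p, miR-141-3p, miR-199b-5p, miR-672-5p and miR-704 were called here and are not listed by the paper.
The paper turned to miR-223-5p because it shifted the most among the 3 miRNAs it carried forward. It also cited earlier reports on miR-223 in disorders caused by diabetes and on Hpgds and insulin sensitivity. Its Discussion speaks of the largest fold change, without saying whether by sequencing or by qRT-PCR. In the sequenced pools the log2 fold change of miR-223-5p, 0.81, was smaller in size than those of miR-210-5p (-0.94) and miR-212-3p (-1.43). The adjusted p of miR-223-5p, 0.0980 from edgeR, lay above that of miR-210-5p (0.0461) and below that of miR-212-3p (0.142). The direction of each of the 3 was that of the paper.
The paper cites earlier work in which miR-146a and miR-424 were higher in diabetic corneas. In these wounded pools miR-322-5p, the mouse counterpart of miR-424, fell (-0.93), and miR-146a-5p, at -0.40, did not pass the cut-offs except without diabetic replicate 1 (-0.64). For miR-10b, which the paper cites as higher in the diabetic limbus, miR-10b-5p stood at 0.35 and passed without normal replicate 2 (0.69).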

Other observations

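Of the tests in this part, the reading of fry for a change in either direction and the count over the whole Dlk1-Dio3 region were chosen after the result had been seen.

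Of 9 mesenchymal miRNAs, miR-199b-5p fell (log2 fold change -0.63, standard error 0.19), none rose and 8 did not pass (2 fell when adjusted over the list alone, fry adjusted p = 0.237), with the abundant miR-143-3p at -0.17 (standard error 0.16) and miR-199a-3p at -0.09 (standard error 0.10). miR-199b-5p was lost without a filter (-0.56) and without normal replicate 1 (-0.48), normal replicate 2 (-0.58) or diabetic replicate 3 (-0.55), and with 1 name per mature sequence (-0.58), a setting chosen after seeing the values. None of 7 neural and retinal miRNAs passed in the main edgeR fit or in DESeq2 (2 had an unadjusted p under 0.05, none when adjusted over the list alone, fry adjusted p = 0.578). miR-211-5p stood at 0.47 (standard error 0.15) and miR-204-5p at 0.44 (standard error 0.16), and both passed without diabetic replicate 1 (0.59 and 0.61). Of 5 muscle miRNAs none passed in the main edgeR fit (1 at an unadjusted p under 0.05, none when adjusted over the list alone, fry adjusted p = 0.739), and miR-1a-3p stood at -0.01 (standard error 0.19). miR-206-3p, at 0.57 in that fit, was called in DESeq2, with RLE factors, without a filter and with filterByExpr. It was also called without normal replicate 2, normal replicate 3 or diabetic replicate 1, and in settings chosen after seeing the values. Neither of the 2 endothelial miRNAs nor either of the 2 measured miRNAs of liver, pancreas and melanocytes passed in the main edgeR fit or in DESeq2. In the main fit none of them passed at an unadjusted p under 0.05 or when adjusted over the list alone. miR-126a-3p had a log2 fold change of -0.17 (standard error 0.36) and miR-126a-5p of -0.25 (standard error 0.36). miR-375-3p stood at 0.92 (standard error 0.55), from 8.55 ± 7.51 to 15.8 ± 8.30 CPM (SD, n = 3 pools each), and miR-122-5p at 0.46 (standard error 0.35), so that a change of either could not be excluded. miR-375-3p passed the paper's cut-offs without a filter (1.00), with the replicate block (1.03) and without normal replicate 3 (1.96), and miR-122-5p without normal replicate 2 (0.92). None of 7 miRNAs of the inflammation response passed in the main edgeR fit or in DESeq2 (1 at an unadjusted p under 0.05, none when adjusted over the list alone, fry adjusted p = 0.739), with miR-21a-5p at -0.16 (standard error 0.11). miR-146a-5p stood at -0.40 (standard error 0.18) and passed without diabetic replicate 1 (-0.64).

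Of 9 let-7 guide miRNAs none passed in the main edgeR fit or in DESeq2 (2 at an unadjusted p under 0.05, none when adjusted over the list alone, fry adjusted p = 0.617), with let-7f-5p at 0.11 (standard error 0.12). Of 9 let-7 passenger arms, let-7c-1-3p fell (-0.76, standard error 0.25, and -0.55 without normal replicate 3, where it no longer passed) and 8 did not pass (1 rose when adjusted over the list alone, fry adjusted p = 0.954), with let-7c-2-3p at -0.06 (standard error 0.15). The list names both let-7a-1-3p and let-7c-2-3p, which share the same mature sequence, so the same reads may be counted under both names. Of 25 listed miRNAs of the imprinted Dlk1-Dio3 cluster, miR-382-5p rose (0.65, standard error 0.20) and 24 did not pass (none when adjusted over the list alone, fry adjusted p = 0.617), with miR-127-3p at -0.16 (standard error 0.15) and miR-379-5p at 0.16 (standard error 0.18). The call of miR-382-5p was lost under upper quartile factors (0.56), under total counts (0.49) and without diabetic replicate 3 (0.52). The list covers part of the cluster. Over all 42 tested miRNAs of the region that it spans, counted after the results had been seen, 1 rose, 1 fell and 40 did not pass. The one that fell, miR-136-3p, is outside the list (-0.70, standard error 0.29) and was lost in DESeq2 (-0.69) and without normal replicate 1 (-0.62), normal replicate 2 (-0.57), diabetic replicate 2 (-0.72) or diabetic replicate 3 (-0.48). Of 18 miRNAs of the miR-17-92 and paralogous clusters, miR-25-5p rose, miR-18a-5p fell (-0.72, standard error 0.24) and 16 did not pass (1 rose when adjusted over the list alone, fry adjusted p = 0.602), with miR-92a-3p at 0.31 (standard error 0.13). miR-18a-5p was lost in DESeq2 (-0.72) and without normal replicate 3 (-0.52). The median and the mean log2 fold change differ in sign for the Dlk1-Dio3, inflammation and miR-132 with miR-212 lists, and for the paper's top miRNAs both were above 0 while fry pointed down.

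For a change in either direction, edgeR's fry gave an adjusted p under 0.05 in 8 of the 18 lists. These were the miR-17-92 and paralogous clusters (0.00712), the let-7 passenger arms (0.0133), the epithelial miRNAs, the miR-322-450 cluster and the miRNAs cited for diabetic keratopathy (0.0247), together with the paper's top miRNAs (0.00390), its clustered and homologous miRNAs (0.00973) and Table 3 (0.0119), which the paper chose on these libraries. The lists that the paper did not choose all lost it under total counts, with the replicate block and without normal replicate 1. All but the let-7 passenger arms also lost it without normal replicate 2 and all but the miR-17-92 and paralogous clusters without normal replicate 3, the miR-322-450 cluster and the miRNAs cited for diabetic keratopathy without diabetic replicate 2, and the let-7 passenger arms without diabetic replicate 3. Of the paper's own lists, the clustered and homologous miRNAs lost it under total counts and without normal replicate 1 or 2, Table 3 without normal replicate 1 or 2 or diabetic replicate 2, and the top miRNAs in no setting in which they were tested. Lists that passed elsewhere were let-7 and mesenchyme with the block, Dlk1-Dio3 without a filter and with filterByExpr, HOX without diabetic replicate 3, and let-7, leukocyte, inflammation and muscle without diabetic replicate 1. This test compares no list with other miRNAs.

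The arms of 1 hairpin tended to move together. Over 134 hairpins with both arms tested, Pearson's r between the log2 fold changes was 0.352 and Spearman's rho 0.371 (p = 3.0e-05 each from 100000 permutations of the pairing), and 64.9% had the same sign. Hairpins are not independent replicates, and without a filter r was -0.101 (permutation p = 0.172). Spearman's rho was then 0.117 (permutation p = 0.113), and 62.8% had the same sign. Of 37 hairpins with an arm called, both arms rose in miR-10a, miR-139, miR-1843b, miR-223 and miR-296. In miR-671, named after its values were seen, the arms went opposite ways, with -1.01 for miR-671-5p and 0.66 for miR-671-3p.

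Among the 10 splits of the 6 libraries into 3 and 3, only the real one called 70 miRNAs at the paper's cut-offs (count of splits as large, 1), and the highest other split called 31. At an adjusted p under 0.05 the real split called 31 (count of splits as large, 1) and the highest other 1. With 10 splits the share cannot fall under 0.1. In simulated libraries in which no miRNA changed, a median of 15 and at most 23 miRNAs passed the paper's cut-offs, and a median of 0 and at most 1 passed the adjusted p in edgeR. Each miRNA was drawn independently there. Shifts that many miRNAs of a pool share were thus left out, and real pools may give more calls without an effect of diabetes.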
